# CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease

**DOI:** 10.1186/s40478-022-01379-8

**Published:** 2022-06-03

**Authors:** Dahyun Yu, Nicole Zarate, Angel White, De’jah Coates, Wei Tsai, Carmen Nanclares, Francesco Cuccu, Johnny S. Yue, Taylor G. Brown, Rachel H. Mansky, Kevin Jiang, Hyuck Kim, Tessa Nichols-Meade, Sarah N. Larson, Katherine Gundry, Ying Zhang, Cristina Tomas-Zapico, Jose J. Lucas, Michael Benneyworth, Gülin Öz, Marija Cvetanovic, Alfonso Araque, Rocio Gomez-Pastor

**Keywords:** Huntington’s disease, Polyglutamine, CK2 alpha prime, Alpha-synuclein, Neuroinflammation, Protein aggregation

## Abstract

Huntington’s disease (HD) is a neurodegenerative disorder caused by a CAG trinucleotide repeat expansion in the *HTT* gene for which no therapies are available. *HTT* mutation causes protein misfolding and aggregation, preferentially affecting medium spiny neurons (MSNs) of the basal ganglia. Transcriptional perturbations in synaptic genes and neuroinflammation are key processes that precede MSN dysfunction and motor symptom onset. Understanding the interplay between these processes is crucial to develop effective therapeutic strategies to treat HD. We investigated the role of protein kinase CK2α’, a kinase upregulated in MSNs in HD and previously associated with Parkinson’s disease (PD), in the regulation of neuroinflammation and synaptic function in HD. We used the heterozygous knock-in zQ175 HD mouse model and compared that to zQ175 mice lacking one allele of CK2α’ (zQ175:CK2α’^(±)^). CK2α’ haploinsufficiency in zQ175 mice resulted in decreased levels of pro-inflammatory cytokines, HTT aggregation, astrogliosis and transcriptional alterations of synaptic genes related to glutamatergic signaling. zQ175:CK2α’^(±)^ mice also presented increased frequency of striatal miniature excitatory postsynaptic currents (mEPSCs), an indicator of synaptic activity, and improved motor coordination compared to zQ175 mice. Neuropathological and phenotypic changes mediated by CK2α’ were connected to alpha-synuclein (α-syn) dysregulation and correlated with differences in α-syn serine 129 phosphorylation (pS129-α-syn), a post-translational modification involved in α-synucleinopathy and shown to be regulated by CK2 in PD. pS129-α-syn was increased in the nuclei of MSNs in zQ175 mice and in the striatum of patients with HD, and it decreased in zQ175:CK2α’^(±)^ mice. Collectively, our data established a novel connection between CK2α’, neuroinflammation and synaptic gene dysregulation with synucleinopathy in HD and suggested common molecular mechanisms of neurodegeneration between HD and PD. Our results also support CK2α’ inhibition as a potential therapeutic strategy to modulate neuronal function and neuroprotection in HD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-022-01379-8.

## Introduction

Huntington’s disease (HD) is a neurodegenerative disorder that manifests with progressive motor, cognitive, and psychiatric deficits for which there is no cure. HD is caused by a poly-glutamine (polyQ) expansion in exon 1 of the Huntingtin (*HTT*) gene. This mutation results in progressive misfolding and aggregation of mutant HTT protein (mtHTT) and preferentially affects GABAergic medium spiny neurons (MSNs) in the striatum [1, 25, 30]. Transcriptional perturbations in synaptic genes and neuroinflammation are key processes that precede MSN death and motor symptom onset [19]. However, our understanding of the interplay between these processes, mtHTT aggregation, and their contributions to MSN susceptibility in HD is still incomplete.

Protein kinase CK2 is at the crossroads between neuroinflammation, protein aggregation, and synaptic activity, and has recently emerged as a potential therapeutic target of neurodegeneration [7, 11, 62]. CK2 is a highly conserved serine/threonine kinase composed of two regulatory beta (CK2β) subunits and two catalytic subunits, alpha (CK2α) and alpha prime (CK2α’) [53, 60]. The two catalytic subunits share high structural homology, but they differ in their tissue distribution and their ability to phosphorylate different substrates [6, 13]. Increased CK2 activity was reported in polyQ-HTT expressing cells and in the YAC128 HD mouse model [28]. We previously showed CK2α’, but not CK2α, is induced in cell and mouse models of HD, in human iPSC-MSN like cells derived from patients with HD and in postmortem striatum from patients with HD [37]. CK2α’ genetic knockdown in different HD cell models resulted in decreased HTT aggregation and increased cell viability [37] suggesting a role of CK2α’ in the dysregulation of protein quality control systems and HTT aggregation in HD [37, 38]. However, pharmacological studies conducted in vitro have suggested a protective role of CK2 in HD via HTT phosphorylation [4, 28], imposing the necessity to clarify the specific involvement of CK2α’ in HD pathogenesis and its potential as a therapeutic target.

CK2 is involved in the phosphorylation and aggregation of other pathological proteins like microtubule associated protein tau (MAPT) and α-syn, proteins involved in Alzheimer’s (AD) and Parkinson’s disease (PD) [39, 73]. Phosphorylation of Tau and α-syn contribute to the activation of neuroinflammatory processes, transcriptional dysregulation, and synaptic deficits in AD and PD [46, 55]. Alterations in these proteins have also been associated with HD pathology [29, 54, 70]. In particular, increased levels of α-syn were observed in the plasma of patients with HD [9] and its deletion in R6/1 mice resulted in amelioration of motor deficits [17, 70]. However, the mechanisms by which these proteins are altered in HD and the extent to which they contribute to HD pathophysiology are still unknown.

In this study, we characterized the role of CK2α’ in HD in vivo by using the heterozygous zQ175 HD mouse lacking one allele of CK2α’. CK2α’ haploinsufficiency decreased the levels of pro-inflammatory cytokines and ameliorated the expression of genes related to astrocyte dysfunction. zQ175:CK2α’^(±)^ mice also showed restored expression of genes related to glutamatergic signaling, increased the frequency of mEPSCs, and improved motor behavior compared to zQ175 mice. These neuropathological and phenotypic changes correlated with alterations in α-syn serine 129 phosphorylation (pS129-α-syn) in the striatum, a post-translational modification (PTM) involved in α-synucleinopathy, establishing a novel connection between CK2α’ function and synucleinopathy in HD. Collectively, our data demonstrates that CK2α’ plays a negative role in HD and indicates the therapeutic potential of modulating CK2α’ to achieve enhanced neuronal function and neuroprotection.

## Materials and methods

See Additional File 18 for complete methods.

### Cell lines

Mammalian cell lines used in this study were the mouse-derived striatal cells ST*Hdh*^*Q7*^ and ST*Hdh*^*Q111*^ (Coriell Cell Repositories). Cells were grown at 33ºC in Dulbecco’s modified Eagle’s medium (DMEM, Genesee) supplemented with 10% fetal bovine serum (FBS), 100 U ml^−1^ penicillin/streptomycin and 100 ug ml^−1^ G418 (Gibco), as previously described [37].

### Mouse strains

For this study we used a full-length knock-in mouse model of HD known as zQ175 on the C57BL/6 J background (Stock No. 027410). Tail DNA from a subset of zQ175 mice (n = 6 mice) was used for CAG repeat length analysis at Laragen, Inc. (Culver City, CA) and showed an average CAG repeat of 165.5 ± 7.47 (SD). CK2α′ heterozygous mice (CK2α′^(+/−)^) on the 129/SvEv-C57BL/6 J background (Taconic Biosciences TF3062) were originally obtained from Dr. Seldin (Boston University) [75]. All mice were housed under standard SPF conditions. We also used 5-month WT (mixed background CBA x C57BL/6), R6/1, SNCA^KO^, and R6/1SNCA^KO^ obtained from Dr. Lucas. All animal care and sacrifice procedures were approved by the University of Minnesota Institutional Animal Care and Use Committee (IACUC) in compliance with the National Institutes of Health guidelines for the care and use of laboratory animals under the approved animal protocol 2007-38316A.

### siRNA transfection, RNA preparation and RT-qPCR

For CK2α’ knockdown, ST*Hdh* cells were transfected with FlexiTube siRNA (5 nmol) from Qiagen (Mm_Csnk2a2; SI00961051; SI00961058; SI00961065; SI00961072) using DharmaFECT1 per manufacturer’s guidelines. As a negative control, ON-TARGETplus control Non-targeting pool siRNA (Dharmacon) was used. Cells were collected 24 h after transfection. RNA was extracted from ST*Hdh* cells and mouse striatal tissues by using the RNeasy extraction kit (Qiagen) according to the manufacturer’s instructions. cDNA for all was prepared using the Superscript First Strand Synthesis System (Invitrogen). SYBR green based PCR was performed with SYBR mix (Roche). The qPCR amplification was performed using the LightCycler 480 System (Roche). Each sample was tested in triplicate and normalized to GAPDH levels.

### Immunoblot analysis

Sample preparation and immunoblotting were performed as previously described [37]. Striatum protein extracts from one hemisphere of mice were prepared in cell lysis buffer (25 mM Tris pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton-X100 and 0.1% SDS). Primary antibodies were anti-CK2α’ (Novus NB100-379 and Proteintech 10,606–1-AP), anti-Iba1 (FUJIFILM Wako 019–19,741), α-syn (Biolegend 834,303 clone 4D6), pS129-α-syn (Millipore MABN826, clone 81A and Abcam ab51253, EP1536Y), GAPDH (Santacruz sc-365062). Quantitative analyses were performed using ImageJ software and normalized to GAPDH controls.

### Immunohistochemistry

Sample preparation was performed as previously described [37]. Fluorescent images were acquired on an epi-fluorescent microscope (Echo Revolve) or confocal microscope (Olympus FV1000). Primary antibodies used are as follows: α-syn (Biolegend 834,303), pS129-α-syn (Millipore MABN826 and Cell signaling technology 23076S, D1R1R), CK2α’ (Proteintech 10,606–1-AP), Ctip2 (Abcam ab18465), GS (BD Biosciences 610,517 and Abcam 49,873), HTT (Millipore, clone mEM48 Mab5374, and Abcam ab109115), Iba1 (FUJIFILM Wako 019–19,741), NeuN (Millipore MAB377), IL-6 (Santa Cruz Bio sc-32296). For cell number (Ctip, GS, NeuN, Iba1, DAPI), the Cell counter plugin from ImageJ software was used and normalized to the image area (300μm^2^). EM48^+^ and α-syn puncta were counted using annotations in the Echo Revolve software and using the Puncta Analyzer plugin in ImageJ.

### Nuclear/Cytoplasm fractionation

Frozen striatum samples (~ 20 mg) were fractionated using the Minute™ Cytosolic and Nuclear Extraction Kit for Frozen/Fresh tissues (Invent Biotechnologies INC, Cat NT-032) as per Manufacturer’s instructions.

### Electrophysiological analyses

Acute dorsolateral striatum coronal slices (350 μm thick) were obtained from 12 months old mice using a vibratome, and processed as previously described [12]. Researchers were blind to the mouse genotype. The brain was quickly removed after decapitation and placed in ice-cold artificial cerebrospinal fluid (ACSF) containing (in mM): NaCl 124, KCl 2.69, KH_2_PO_4_ 1.25, MgSO_4_ 2, NaHCO_3_ 26, CaCl_2_ 2, ascorbic acid 0.4, and glucose 10, and continuously bubbled with carbogen (95% O_2_ and 5% CO_2_) (pH 7.4). For excitatory postsynaptic currents (EPSCs) picrotoxin (50 µM) and CGP54626 (1 µM) were added. Whole-cell electrophysiological recordings were obtained using patch electrodes (3–10 MΩ) filled with an internal solution containing (in mM): KMeSO_4_ 135, KCl 10, HEPES-K 10, NaCl 5, ATP-Mg 2.5, GTP-Na 0.3 (pH 7.3). Membrane potentials were held at − 70 mV. For EPSCs, theta capillaries filled with ACSF were used for bipolar stimulation. Input–output curves of EPSCs were made by increasing stimulus intensities from 0 to 100 μA. Paired-pulse facilitation was done by applying paired pulses (2 ms duration) with 25, 50, 75, 100, 200, 300, and 500 ms inter-pulse intervals. The paired-pulse ratio was calculated by dividing the amplitude of the second EPSC by the first (PPR = EPSC-2/EPSC-1). Synaptic fatigue was assessed by applying 30 consecutive stimuli in 15 ms intervals. For miniature EPSCs (mEPSCs) tetrodotoxin (TTX; 1 μM) was added to the solution.

### Behavioral assays

Sample sizes were calculated using GraphPad Prism 9.0 and GPower 3.1 to detect differences between WT versus zQ175 groups with a power of ≥ 0.8. Researchers at the Mouse Behavioral core at University of Minnesota were blinded to the genotypes of the mice during testing. See Additional file 18 for a complete description of all behavioral tests conducted in the study. *Beam Walk*: 19-mm (medium-round) or 10-mm (small-round) diameter and 16-mm (medium-Square) or 10-mm (small-Square) width of 3 feet long wood beams (made in house) were used. Each mouse was placed on the beam at one end and allowed to walk to the goal box. Foot slips were recorded manually when the hind paws slipped off the beam. Testing included 3 training days and 1 test day with 4 consecutive trials each. *Rotarod*: Mice were tested over 3 consecutive days. Each daily session included 3 consecutive accelerating trials of 5 min on the rotarod apparatus (Ugo Basile) with the rotarod speed changing from 5 to 50 RPM over 300 s, with an inter-trial interval of at least 15 min.

### RNA-Seq analyses

Gene expression analysis was carried out using the CHURP pipeline (https://doi.org/10.1145/3332186.3333156) using n = 5 mice/genotype for WT, zQ175, and zQ175:CK2α’^(±)^ and n = 3 mice for CK2α’^(±)^, with a female (F)/male (M) ratio: 4F/1 M WT, 1F/2 M CK2α’^(±)^, 2F/3 M zQ175, 4F/1 M zQ175:CK2α’^(±)^. Differential gene expression was determined with DESeq2 using default setting (PMID: 25,516,281). Genes with a q < 0.1 were considered significant. Outliers’ identification was performed using Cook’s distance (DESeq2). Driver factors of gene expression variance (genotype and/or sex) were evaluated using R package variance Partition. Pathway and clustering analysis were completed with IPA (Ingenuity Systems: RRID: SCR_008653) and gProfiler2 (PMID: 31,066,453). Data visualization was done using various R graphic packages, including ggplo2, ggraph, and DESeq2 visualization functions. The RNA-seq data set generated in this manuscript has been deposited at GEO (accession number GSE160586). Reviewer token “**gpqrigisbxgprqf”.**

### WGCNA analysis

The count-based gene expressions were first transformed using a variance stabilizing method via DESeq2 vst function [50]. The WGCNA R package (v1.69) was used to construct an unsigned gene co-expression network with a soft threshold power [beta] of 6. We used a non-parametric Kruskal–Wallis test (*p* value < 0.05) to identify modules that differed significantly among different genotypes. Data for the Greenyellow module was exported using a Cytoscape format for visualization. Network figures are limited to the top 15% of genes with the strongest network connections. The size of the circles is scaled by the absolute value of the mean log2 fold change between zQ175 and zQ175:CK2α’^(±)^ mice.

### Quantification and statistical analyses

Data are expressed as Mean ± SEM, Mean ± SD, or percentage, analyzed for statistical significance, and displayed by Prism 8 software (GraphPad, San Diego, CA) or Excel software (Microsoft). Datasets involving multiple measurements per animal (i.e. immunofluorescence experiments with multiple images captured per animal) were averaged to generate one mean per animal and analyses were conducted using cluster-based summary statistics. Detailed number of images analyzed per animal can be found in figure legends. Pearson correlation tests were applied to test the normal distribution of experimental data. Normal distributions were compared with Student t-test (two-tailed or one-tailed), Welch’s t-test or ANOVA with appropriate post-hoc tests (Sidak’s, Dunn’s, or Tukey’s) for multiple comparisons. The accepted level of significance was *p* ≤ 0.05. Statistical analyses for electrophysiological experiments were performed with SigmaPlot 13.0 software. No statistical methods were used to predetermine sample sizes, but sample sizes were chosen to be similar to those reported in previous publications (11).

## Results

### Increased CK2α’ levels in the striatum of zQ175 mice parallel progressive HTT aggregation and NeuN depletion

Increased CK2 activity has been associated with detrimental effects in protein homeostasis and neuroinflammation in different neurodegenerative diseases, but its role in HD is still controversial [4, 28, 37]. To determine whether CK2α’ plays a negative role during HD pathogenesis, we first evaluated the relationship between HTT aggregation, neuronal loss, and CK2α’ levels in the striatum over time for the heterozygous zQ175 mouse model at 3 (pre-symptomatic), 6 (early symptomatic), 12 (symptomatic), and 22 months (late-stage disease) of age [40, 56]. We observed an age-dependent increase of HTT aggregates (EM48^+^ puncta) and fewer NeuN^+^ neurons (pan-neuronal marker) in the striatum of zQ175 mice (Fig. 1a–d, Additional file 1a–c). Increased HTT aggregates were also seen over time in the cortex of zQ175 mice, but they were delayed and significantly lower than in the striatum (Additional file 1a, b), as previously described [10]. We confirmed that the depletion of NeuN^+^ cells correlated with decreased Ctip2^+^ neurons (MSN marker) [3] (Additional file 1d, e). However, we did not observe a significant difference in the total number of neurons, measured by cresyl violet (Additional file 1f-h), or in striatum volume (Additional file 1i, j), suggesting that changes in NeuN and Ctip2 reactivity may reflect transcriptional dysregulation and/or neuronal dysfunction rather than neuronal loss.

**Fig. 1:**
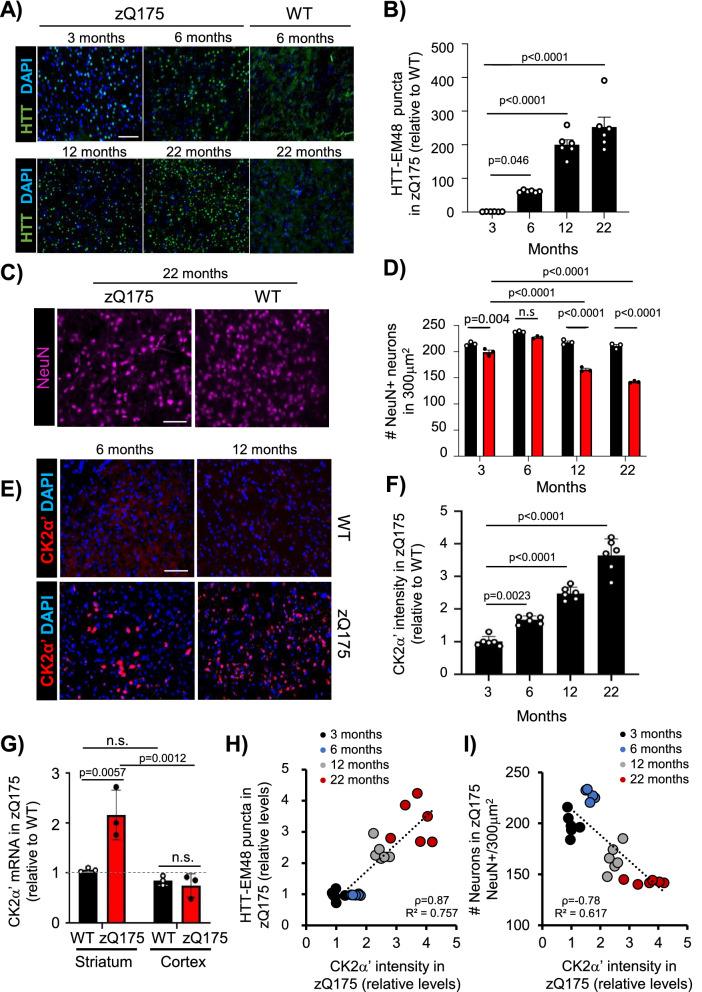
CK2α’ levels progressively increase in striatum of zQ175 and correlate with HTT aggregation and NeuN depletion. **A**–**F,** Immunostaining and quantification of HTT puncta detected with anti-HTT EM48 antibody (*n* = 6 mice/genotype, 6 images averaged/mouse) (**A**, **B**), NeuN^+^ cells (*n* = 3 mice/genotype, 15 images averaged/mouse) (**C, D**) and CK2α’ levels (*n* = 6 mice/genotype, 6 images averaged/mouse) (**E**, **F**) in zQ175 compared with WT mice at 3, 6, 12 and 22 months. **G,** CK2α’ mRNA levels analyzed by RT-qPCR in striatum and cortex of 6-month-old mice. Data was normalized to GAPDH and WT striatum (n = 3 mice/genotype,). **H**, Linear regression analysis between CK2α’ levels and HTT puncta, and ***I***, between CK2α’ levels and number of NeuN^+^ cells in zQ175 mice. The Pearson correlation coefficient (ρ) and *R*^*2*^ are indicated. Data are mean ± SEM with significance determined by one-way ANOVA with Dunnett’s post-hoc test in **B**, mean ± SD with significance determined by one-way ANOVA Dunnett’s post-hoc test in **F** and two-way ANOVA withTukey’s post-hoc test in **D** and **G**. *p*-values < 0.05 are indicated. n.s = not significant. Scale bar, 50 µm

Due to the differences observed in the timing and level of HTT aggregation between striatum and cortex (Additional file 1a, b), we hypothesized that specific up-regulation of CK2α’ in the striatum contributes to the enhanced accumulation of HTT aggregates in the striatum. The levels of CK2α’ increased over time in zQ175 mice in the striatum but not in the cortex (Fig. 1e–g), coinciding with the timing of HTT aggregation and preceding robust NeuN depletion in the striatum. Regression analysis demonstrated that CK2α’ levels had a significant positive relationship with HTT aggregation (Pearson r(22) = 0.87, *p* value < 0.001) (Fig. 1h) and a significant negative relationship with the number of NeuN^+^ cells (Pearson r(22) =  − 0.78, *p* value < 0.001) (Fig. 1i).

### Depletion of CK2α’ improves neuronal function and motor coordination

CK2 has been involved in the regulation of glutamate receptor trafficking via phosphorylation of receptor subunits as well as scaffolding proteins, suggesting a role of CK2 in neuronal signaling [15, 65]. In addition, upregulation of the CK2α’ subunit in HD has been associated with alterations in MSN spine maturation and striatal synapse density in HD mice [37]. Based on this evidence we decided to explore the functional extent of CK2α’ in HD by using a zQ175 mouse model lacking one allele of CK2α’ (zQ175:CK2α’^(±)^) [37] (Fig. 2a, b). We first assessed MSN abundance and striatal synaptic proteins expression (Additional file 2a–c). CK2α’ haploinsufficiency in zQ175 mice did not alter the number of MSNs (Ctip2^+^ cells) or the mRNA levels of the MSN markers (Drd1 and Drd2), but increased the levels of synaptic gene expression like the scaffold protein Dlg4 (PSD-95) and Ppp1r1b (dopamine- and cAMP-regulated neuronal phosphoprotein DARPP-32), a key regulator of the electrophysiological responses in striatal neurons [31, 71] (Additional file 2a–c).

**Fig. 2:**
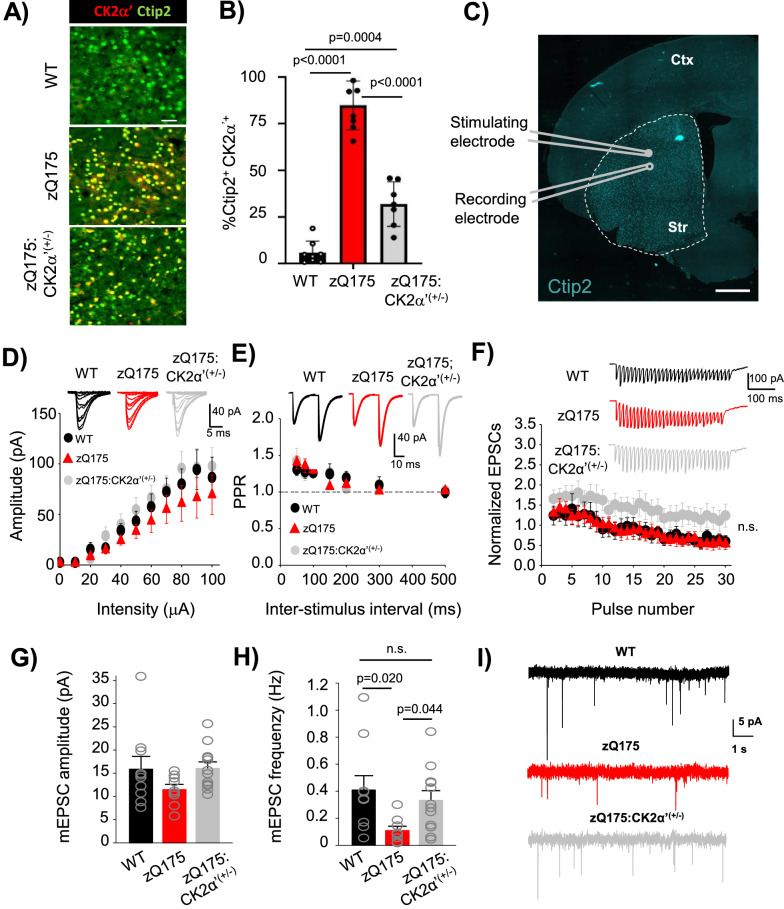
CK2α’ haploinsufficiency increased frequency of striatal AMPA-mediated miniature excitatory postsynaptic currents (mEPSC) in zQ175 mice. a, b, Representative images show the labeling (**A**) and quantification (**B**) of CK2α’ in striatal MSNs immunostained for Ctip2, a specific MSN marker in WT, zQ175 and zQ175:CK2α’ ^(±)^ mice at 12 months of age (*n* = 7–8 mice/genotype, 6 images averaged/mouse). Scale bar, 50 µm. **C**, Image shows whole-cell patch-clamp recording diagram in acute dorsolateral striatum slices, where Ctip2 labeled MSNs from 12-month-old mice. Scale bar 500 µm, Ctr: Cortex; Str: Striatum. **D**, Input–output curve (WT, n = 8 cells from 3 mice; zQ175, n = 9 cells from 4 mice; zQ175:CK2α’^(±)^ n = 13 cells from 4 mice). Representative traces are shown in the top inset. **E**, Short-term potentiation measured via paired-pulse facilitation (WT, n = 8 cells from 3 mice; zQ175, n = 9 cells from 4 mice; zQ175:CK2α’^(±)^ n = 11 cells from 4 mice). Representative traces of two consecutive stimuli delivered at 25 ms time intervals are shown in the top inset. **F**, Short-term depression analyzed through synaptic fatigue (WT, n = 7 cells from 3 mice; zQ175, n = 9 cells from 4 mice; zQ175:CK2α’^(±)^ n = 12 cells from 4 mice). Representative traces are shown in the top inset. Values were analyzed using two-way ANOVA with Tukey’s post-hoc analysis. **G,** **H**, Recordings of mini excitatory postsynaptic currents (mEPSCs). Amplitude (in pA; left panel) (**G**) and frequency (in Hz; right panel) (**h**) were analyzed (WT, n = 10 cells from 3 mice; zQ175, n = 9 cells from 4 mice; zQ175:CK2α’^(±)^ n = 12 cells from 4 mice). **I**, Representative mEPSC traces. Values were analyzed using one-way ANOVA with Dunn´s post-hoc analysis. p values < 0.05 are indicated. Error bars represent mean ± SEM

We then assessed the impact of CK2α’ depletion in AMPA-mediated excitatory transmission by conducting whole-cell patch clamp recordings from acute dorsolateral striatum coronal slices at 12 months (Fig. 2c). MSNs from all genotypes showed similar profiles in the analysis of basal synaptic transmission, including input/output curves, paired-pulse facilitation, and synaptic fatigue (Fig. 2d–f). We observed a trend towards increased normalized excitatory postsynaptic currents (EPSCs) in zQ175:CK2α’^(±)^ mice compared to the other two genotypes, but the data did not reach statistical significance (Fig. 2f). Spontaneous neurotransmitter release and synaptic activity via miniature EPSC (mEPSC) recordings showed that mEPSC amplitude, reflecting postsynaptic AMPA receptor function, was comparable among the 3 genotypes (Fig. 2g). However, mEPSC frequency, which reflects the probability of neurotransmitter release from presynaptic vesicles and also correlates with the number of synapses, was reduced in zQ175 mice (Fig. 2h, i), as previously reported [44], and rescued in zQ175:CK2α’^(±)^ mice. These data supported the role of CK2α’ in the dysregulation of striatal synaptic activity in HD mice.

Glutamatergic synaptic transmission is often related to motor and cognitive function in HD mouse models [67, 71]. We conducted a series of motor tests including accelerating rotarod and beam walk in WT, zQ175, and zQ175:CK2α’^(±)^ mice at 3, 6, and 12 months (Fig. 3). We also conducted cylinder and open field assessments on a different cohort at 12 months comparing zQ175 and zQ175:CK2α’^(±)^ (Additional file 3). We did not observe significant differences between WT and zQ175 or between zQ175 and zQ175:CK2α’^(±)^ at any tested age in the accelerating rotarod test (Fig. 3a–c), open field, or cylinder test (Additional file 3). However, when we evaluated fine motor coordination and whole-body balance in the beam test, we observed a significant increase in foot slips of zQ175 mice compared to WT at 3 months, but only with the most challenging beam (small round), indicating early subtle motor deficits (Fig. 3d). At 12 months, zQ175 mice showed increased foot slips in both the small round and small square beams compared to WT, highlighting a worsening motor deficit (Fig. 3f). zQ175:CK2α’^(±)^ mice showed a significant reduction in foot slips compared to zQ175 mice at all tested ages and no significant differences compared to WT.

**Fig. 3:**
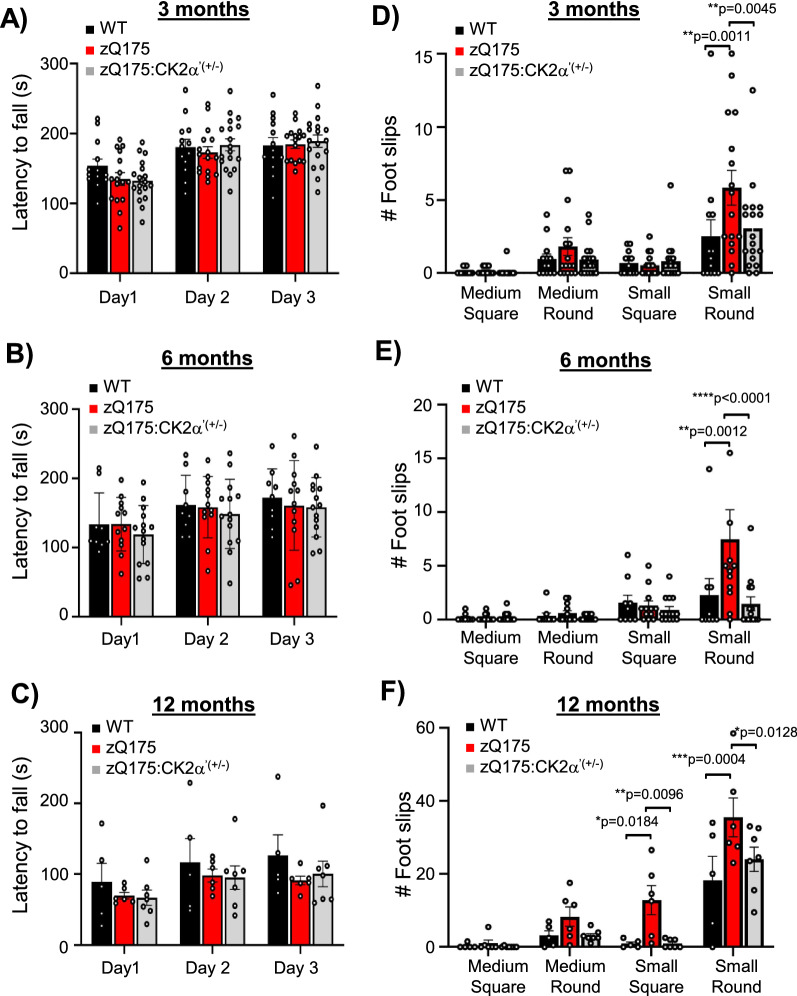
Genetic deletion of CK2α’ improved motor coordination in zQ175. **A**–**C**, Latency to fall off the rod (Rotarod test) for three consecutive days. **D**–**F**, Number of foot slips recorded while walking on four different types of beams with different degrees of difficulty from less to more challenging: medium-square, medium round, small-square and small-round (Beam test). Analyses were performed at 3, 6 and 12 months of age (n = 16–18 mice/genotype in 3 months, n = 12–14 for 6 months and n = 5–6 for 12 months). Error bars denote mean ± SEM, values were analyzed by two-way ANOVA with *Sidak’s* post-hoc test. *p*-values < 0.05 are indicated, n.s = not significant

zQ175 mice also manifest cognitive deficits within 6–12 months of age, coinciding with disease progression, which is also seen in patients with HD [20, 21, 56, 57]. We performed tests to evaluate associative learning (fear conditioning), spatial learning and memory (Barnes maze, BM), cognitive flexibility (BM reversal), and spatial working memory (Y radial arm maze) by comparing zQ175 and zQ175:CK2α’^(±)^ mice at 12 months of age, but no significant differences were observed between the two groups (Additional file 4). This observation suggests that the positive effects of CK2α’ depletion on motor behavior may not additionally translate to improved cognitive functions.

### CK2α’ depletion rescued transcriptional dysregulation of genes involved in glutamatergic signaling

We sought to determine whether depletion of CK2α’ levels had any influence in the overall transcriptional dysregulation characteristic of HD and whether those changes could be associated with the functional improvement observed in zQ175:CK2α’^(±)^ mice. We performed RNA-seq in the striatum of 12–14 month old mice, followed by Weighted Gene Co-Expression Network Analysis (WGCNA) to investigate which molecular pathways are affected by CK2α’ using n = 5 mice/genotype for WT, zQ175, and zQ175:CK2α’^(±)^ and n = 3 mice for CK2α’^(±)^. 

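Striatal RNA was sequenced from 5 WT, 5 zQ175, 3 CK2α’(±) and 5 zQ175:CK2α’(±) mice aged 12 to 14 months, with 1 library per mouse. The authors trimmed the reads, aligned them to GRCm38 with HISAT2, removed duplicated mappings, unmapped reads and reads of low mapping quality, and deposited the number of reads that Subread counted on each gene, without normalization. The counts covered 55421 genes listed by Ensembl identifier, of which 37580 had a count in at least 1 mouse. Total counts ranged from 14176224 to 22184692 in WT mice (median 20464630), from 15159248 to 21168671 in zQ175 mice (median 17756409), from 15616338 to 22702547 in CK2α’(±) mice (median 19279178) and from 13612381 to 19058342 in zQ175:CK2α’(±) mice (median 16068069). From these counts, differential expression was tested here with edgeR's quasi-likelihood test in a single fit of all 18 libraries with genotype as the only factor. The counts were normalized by edgeR's TMM method, edgeR's filterByExpr kept 20914 genes, and a gene passed at a Benjamini-Hochberg adjusted p (FDR) under 0.1. Levels of single genes are given as CPM, counts scaled to a common library size after TMM normalization. The standard error of a log2 fold change was derived from edgeR's test, as the absolute change divided by the square root of its F statistic. The targeted gene, Csnk2a2 (ENSMUSG00000046707, GRCm38 chromosome 8, 95446096 to 95490039), followed the genotypes given for the libraries. It lay between 3.90 and 4.33 log2 CPM in the 8 mice with 1 CK2α’ allele and between 4.88 and 5.22 log2 CPM in the 10 mice with both alleles, without overlap (exact two-sided permutation test, p = 2.29e-05).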

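The assignment of genes to modules was taken from the authors' supplementary list (Additional file 6), and the network itself was not rebuilt. The list gave a module for 21006 genes that could be read, of which 21005 had at least 10 counts in at least 10% of the libraries. Each module's eigengene was computed as the first principal component of its genes' DESeq2 variance-stabilized counts over the 18 mice. The first component held 55.5% of the variance of the Greenyellow genes and 49.8% of that of the Red genes. Across the 20 modules the share ranged from 8.79% in Grey, which collects the unconnected genes, to 67.1% in Lightgreen.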

We found that the mouse transcriptome could be clustered into 20 gene co-expression modules (FDR < 0.1) (Additional file 5, 6). 

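Between 5 zQ175 and 5 WT mice, 5 of the 20 modules (Black, Green, Greenyellow, Red and Grey) had a p under 0.05 in an exact two-sided rank-sum test of the eigengene. The smallest p that 5 mice against 5 allow is 0.00794, which Green and Greenyellow reached in this exact test. After Benjamini-Hochberg adjustment over the 20 modules, the lowest adjusted p of these exact tests was 0.0635. The count depended on the test, since 9 modules had a p under 0.05 with the chi-square approximation of the Kruskal–Wallis test and 7 with an exact permutation test of the difference in mean eigengene. In the exact rank-sum test between zQ175 and zQ175:CK2α’(±) mice, only Greenyellow was below 0.05. Its mean eigengene was 0.323 higher in zQ175 mice (exact rank-sum p = 0.00794, adjusted p = 0.159), and all 5 zQ175 mice lay above all 5 zQ175:CK2α’(±) mice. The Red eigengene was 0.304 higher in zQ175 mice, with an exact rank-sum p of 0.0556 and an adjusted p of 0.556. With the chi-square approximation of the Kruskal–Wallis test, the unadjusted p of Red was 0.0472.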

Nine modules showed a significant difference in eigengene expression between zQ175 and WT in a Kruskal–Wallis test (p value < 0.05) (Additional file 7, 8a) and two modules (Greenyellow: 255 genes, and Red: 639 genes) were significantly different between zQ175 and zQ175:CK2α’^(±)^ mice (p value < 0.05) (Fig. 4a, b, Additional file 7). 

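Cook's distance, which measures how strongly a single mouse moves a gene's fitted coefficients, was computed with DESeq2 for the genes that met the count filter of the network analysis. The median distance over all of these genes ranged from 0.00978 in zQ175:CK2α’(±) replicate 1 to 0.0367 in CK2α’(±) replicate 3, and was 0.0158 in zQ175 replicate 5. Over all of these genes, the cutoff of 5.04 was exceeded by 5 genes in zQ175 replicate 1, 3 in zQ175 replicate 5, 1 in zQ175 replicate 3 and 1 in WT replicate 4. Over the 255 Greenyellow genes, the median distance was 0.208 in zQ175 replicate 5 and at most 0.0304 in each other mouse. In 204 of these 255 genes the largest distance of the 18 mice belonged to zQ175 replicate 5. With zQ175 replicate 5 left out of both the eigengene and the test, the Greenyellow difference between zQ175 and zQ175:CK2α’(±) mice was 0.426. The eigengene is scaled anew to a fixed sum of squares in each fit, so this size cannot be set against the difference over all mice. The remaining zQ175 mice still lay above all zQ175:CK2α’(±) mice (exact two-sided rank-sum p = 0.0159, the smallest that these numbers of mice allow).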

Cook’s distance (DESeq2) analyses revealed that these differences were not due to the presence of outliers in our data set (Additional file 8b). We focused our analyses on the Greenyellow module due to its higher significance. 

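The Greenyellow eigengene was 0.228 ± 0.393 (SD, n = 5) in zQ175 mice, -0.0835 ± 0.0284 (SD, n = 5) in WT mice, -0.0847 ± 0.0297 (SD, n = 3) in CK2α’(±) mice and -0.0941 ± 0.0612 (SD, n = 5) in zQ175:CK2α’(±) mice. The difference between zQ175 and WT mice was 0.312 (exact two-sided permutation test, p = 0.00794). The spread among zQ175 mice came largely from replicate 5, whose value of 0.914 made up 83.6% of the summed squares of the eigengene over the 18 mice. This mouse had the highest expression of all 18 in 207 of the 255 Greenyellow genes (81.2%). The other zQ175 mice ranged from -0.0263 to 0.203, and the zQ175:CK2α’(±) mice from -0.191 to -0.0332.

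**Figure D1:**
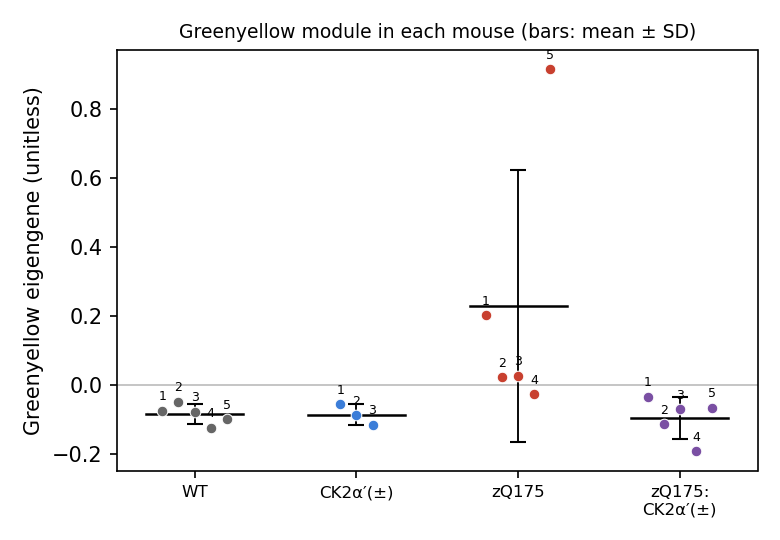
Greenyellow eigengene (vertical axis, unitless) of each mouse by genotype; points are mice, numbers above them are replicate numbers, and bars are the mean ± SD. zQ175 replicate 5 sits at 0.914 and the other zQ175 mice between -0.0263 and 0.203.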

Ingenuity pathway analysis (IPA) indicated that the five most significant pathways in the Greenyellow module were signaling pathways for synaptogenesis (*p*-value 1.68E-06), Ephrin A (*p*-value 7.84E-05), glutamate receptor (p-value 1.98E-04), axonal guidance (*p*-value 7.13E-04), and G-protein coupled receptor (GPCR) (*p*-value 1.14E-03) (Fig. 4c), all of which are pathways previously shown to be dysregulated in HD [49]. IPA in the Red module also revealed synaptic signaling related pathways among their five most significant pathways (Additional file 8c). Additional Gene Ontology (GO) annotation of cellular components of the Greenyellow indicated that genes were enriched in synaptic components (Fig. 4d).

**Fig. 4:**
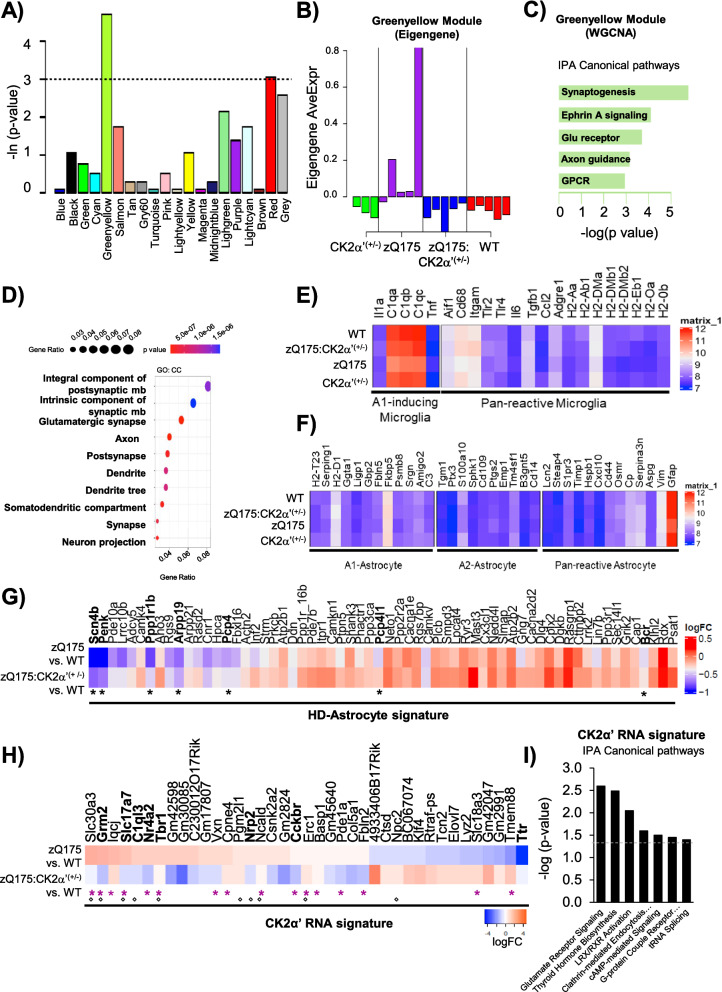
Depletion of CK2α’ restored synaptic gene expression associated with α-syn-dependent regulation in zQ175 mice. **A**, Kruskal–Wallis test of module expressions between zQ175 (HD) mice and zQ175:CK2α’^(±)^ mice. The y-axis is the negative log transformed *p*-values. **B**, Expressions of module “Greenyellow” in each mouse sample. **C**, IPA canonical pathway analysis, **D**, enrichment analysis of GO terms in CC (cellular component). ***E–F***, Gene expression for microglia marker genes; A1-inducing and pan-reactive microglia genes (40) (**E**) and astrocyte markers representative of A1, A2 and pan-reactive astrocytes genes (40) (**F**) in WT, zQ175, CK2α’^(±)^ and zQ175:CK2α’^(±)^ mice. **G**, **H**, Mean log2 fold change between zQ175 and zQ175:CK2α’^(±)^ mice compared to WT for genes representative of the HD-astrocyte molecular signature (41) (**G**), and the CK2α’-mediated RNA signature (**H**). Purple asterisk (*) indicates synaptic function, (◊) indicates genes present in the Greenyellow module. **i**, IPA canonical pathway analysis for the CK2α’-mediated RNA signature. FDR < 0.1 was used for all gene expression analyses

Connectivity analyses (Additional file 8d) revealed that the two most connected genes within the hub were Slit1 (Slit Guidance Ligand 1), associated with “poor” behavior and a worse prognosis in the R6/1 mouse mode [34], and Ncald (Neurocalcin delta), which regulates multiple endocytosis-dependent neuronal functions and is situated on a locus that has been associated with earlier clinical onset of HD [16, 61]. 

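Connectivity was computed here over the 255 Greenyellow genes from each gene's absolute correlations with the module's other genes. The correlations were raised to the soft threshold power of 6 and summed. The paper's supplementary methods cut the network figure by topological overlap, another measure, which was not computed here. Slit1 (ENSMUSG00000025020, GRCm38 chromosome 19, 41600257 to 41743665) ranked 1 with a connectivity of 44.7 and Prdm8 ranked 2 with 40.2. Ncald (ENSMUSG00000051359, GRCm38 chromosome 15, 37366175 to 37792570) ranked 24 with a connectivity of 28.1. On log2 CPM in place of variance-stabilized values, Slit1 remained at rank 1 and Ncald ranked 8. Without zQ175 replicate 5, the connectivity of Slit1 was 6.86, still at rank 1, and Ncald ranked 2. Slit1 was expressed at 37.2 ± 35.6 CPM (SD, n = 5) in zQ175 mice and 16.0 ± 1.27 CPM (SD, n = 5) in zQ175:CK2α’(±) mice, a log2 fold change of 1.21 (standard error 0.35, adjusted p = 0.499 in edgeR).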

Differential Gene Expression (DGE) between WT and zQ175 mice confirmed a large transcriptional dysregulation (n = 885 genes, FDR < 0.1) (Additional file 8e, f, 9), as previously reported [49] while the DGE between zQ175:CK2α’^(±)^ and WT mice only reported 123 genes (Additional file 8 g, h). 

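Between zQ175 and WT mice, 230 of the 20914 genes tested passed FDR 0.1, of which 81 were higher and 149 lower in zQ175 mice. In 135 of these 230 genes, which were called for this difference, the 5 zQ175 and 5 WT mice did not overlap in CPM. Between zQ175:CK2α’(±) and WT mice, 3 genes passed. DESeq2 with default settings raised these counts to 855 and 123 genes, while an edgeR fit of the 10 zQ175 and WT libraries alone gave 0 genes, with 2337 at an unadjusted p under 0.05. The 3 genes lower in zQ175:CK2α’(±) than in WT mice were Csnk2a2, with a log2 fold change of -0.84 (standard error 0.094, adjusted p = 0.000261), Gabrd, with -0.72 (standard error 0.121, adjusted p = 0.0752), and Myh7b, with -1.10 (standard error 0.194, adjusted p = 0.0837). The span of Myh7b overlaps that of the more abundant Trpc4ap, and whether the counting used the strand is not stated. Among the genes that passed without overlap between zQ175 and WT mice, the 5 with the largest estimated change were Gm15104, Gm22068, Gm48950, Prdm8 and Cdcp1. Gm15104 had no count in zQ175 mice and 1 to 21 counts in WT mice, on average at least 2.23-fold lower in zQ175 mice. Gm48950, whose span overlaps Armh4, had at most 1 count in WT mice and 1 to 21 counts in zQ175 mice, on average at least 3.92-fold higher. Gm22068 had a log2 fold change of -4.57 (standard error 0.922, adjusted p = 0.0469), Prdm8 of 3.31 (standard error 0.845, adjusted p = 0.0905) and Cdcp1 of -2.75 (standard error 0.717, adjusted p = 0.0957). Prdm8 ranged from 1.05 to 28.8 CPM among zQ175 mice. Of the 230 genes, 221 changed in the same direction in zQ175:CK2α’(±) mice and 221 changed less, with a median ratio of the 2 changes of 0.590. The 230 genes were called for their change in zQ175 mice and both changes are taken against the same WT mice, so a smaller change in the same direction is expected from the selection alone. Tested directly between zQ175 and zQ175:CK2α’(±) mice, 1 of the 230 genes passed.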

R package variance Partition confirmed that these expression changes were driven only by genotype and not by differences in sex distribution among our groups (Additional file 8i).

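The sex of each library is not given in the deposited labels, so the level of Xist, an RNA from the inactive X chromosome, was used as a continuous covariate. It is an imperfect measure of sex, since zQ175 replicate 3 had 47.0 CPM of Xist and also counts of Y-linked genes. Over the 20914 genes tested, genotype held a median of 19.1% of a gene's variance and the Xist level 3.59%, and the share of the Xist level was above that of genotype in 3441 genes. Over the 230 genes that differed between zQ175 and WT mice, the medians were 61.3% and 1.64%, and the share of the Xist level was above that of genotype in 0 of them. Since these genes were chosen for their difference between genotypes, their share of genotype is high by selection. With the Xist level in the model, 159 genes passed FDR 0.1 between zQ175 and WT mice, 145 of them among the 230.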

CK2 has been previously associated with neuroinflammatory processes [62, 66], which was supported by the amelioration in the levels of inflammatory cytokines upon reduction of CK2α’ in both HD cells and mice (Additional file 10a-d). Therefore, we examined our data set for microglial and astrocytic inflammatory RNA signatures [52] but did not observe significant changes in the expression of these gene signatures across genotypes (Fig. 4e, f, Additional file 11, 12). 

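The 5 lists used (pan-reactive, A1 and A2 astrocytes, A1-inducing and reactive microglia) held 62 genes, of which 47 entered the test. They were meant to be those of Tables S4 and S5, which print 57 genes, but also held 2 genes shown only in Fig. 4f and 3 from general knowledge that are in neither, and Hspb1 of Fig. 4f in place of the Hsbp1 printed in Table S4. Each mouse was scored on each list by the mean z-score of its genes. Over the 3 comparisons among WT, zQ175 and zQ175:CK2α’(±) mice, 0 of the 15 score differences had an adjusted p under 0.05 (exact two-sided permutation tests with 5 mice against 5, Benjamini-Hochberg adjusted). A single difference at the smallest p that 5 mice against 5 allow could not have passed this adjustment. The lowest unadjusted values were those of the A1-inducing microglia list, with a difference of -0.959 between zQ175 and WT mice (exact p = 0.0397, adjusted p = 0.286), and of the reactive microglia list, with a difference of -0.668 (exact p = 0.0476, adjusted p = 0.286). At the level of single genes, 4 of the 47 passed FDR 0.1 between zQ175 and WT mice, all lower in zQ175 mice, and 6 passed when adjusted over the 47 genes alone. They were S100a10 (A2 list) with a log2 fold change of -1.05 (standard error 0.242, adjusted p = 0.0613) and C1qa, C1qb and C1qc of the A1-inducing list. C1qa fell from 30.0 ± 2.62 CPM (SD, n = 5) in WT mice to 19.3 ± 6.00 CPM (SD, n = 5) in zQ175 mice, a log2 fold change of -0.64 (standard error 0.150, adjusted p = 0.0707), and C1qb and C1qc had log2 fold changes of -0.62 (adjusted p = 0.0946) and -0.62 (adjusted p = 0.0819). DESeq2 with default settings called 5 of the 47, these 4 and Ptgs2 (A2 list), which was higher in zQ175 mice by a log2 fold change of 1.25 (standard error 0.401, adjusted p = 0.161 in edgeR and 0.0641 in DESeq2). Between zQ175:CK2α’(±) and WT mice 0 of the 47 passed, with 2 at an unadjusted p under 0.05. In that comparison 1 gene passed when adjusted over the 47 alone, and S100a10 passed with DESeq2. Between zQ175 and zQ175:CK2α’(±) mice 0 passed, with 9 at an unadjusted p under 0.05. There 0 passed with DESeq2 or over the 47 alone, while 3 of the 4 A1-inducing genes tested passed when adjusted over their own list. With the 57 printed genes alone, a comparison added after the values were seen, 45 were tested, 4 passed between zQ175 and WT mice and 0 of the 15 score differences had an adjusted p under 0.05 (lowest 0.238).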

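The RNA of Iba1 is encoded by Aif1 (ENSMUSG00000024397, GRCm38 chromosome 17, 35170991 to 35176068). Its level was 6.16 ± 1.59 CPM (SD, n = 5) in WT mice, 6.04 ± 1.87 CPM (SD, n = 5) in zQ175 mice, 5.61 ± 1.56 CPM (SD, n = 3) in CK2α’(±) mice and 5.39 ± 0.953 CPM (SD, n = 5) in zQ175:CK2α’(±) mice. The log2 fold change against WT was -0.04 (standard error 0.244, adjusted p = 0.966) in zQ175 mice and -0.20 (standard error 0.246, adjusted p = 0.880) in zQ175:CK2α’(±) mice. Both were smaller than the standard error derived from edgeR's F statistic, and the sign of the first depended on which mice were included.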

Immunoblotting analyses of the microglial marker Iba1 (Ionized calcium binding adaptor molecule), considered a reactive marker of microgliosis, indicated an increase in total Iba1 protein levels between WT and the HD groups but immunohistological analyses of Iba1 showed no differences in the number or area size of Iba1^+^ cells across all genotypes (Additional file 10e-h), in line with the results obtained by RNA-seq (Fig. 4e). The discrepancy between changes in protein levels of inflammatory cytokines and the absence of an inflammatory transcriptional signature could be related to post-translational events potentially regulated by CK2α’. In addition, no changes in the RNA signature characteristic of reactive neurotoxic A1 astrocytes were seen across genotypes in our data set (Fig. 4f). 

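The A1 list used holds 13 genes, the 11 of Table S4, Iigp1 of Fig. 4f and 1 gene in neither, and 12 were tested. In zQ175 against WT mice, 6 were higher and 6 lower, with a median log2 fold change of -0.07, and 0 passed FDR 0.1 while 1 had an unadjusted p under 0.05. The A1 score of zQ175 mice differed from that of WT mice by -0.254 (exact two-sided permutation p = 0.143, adjusted p = 0.357) and from that of zQ175:CK2α’(±) mice by -0.339 (exact p = 0.0873, adjusted p = 0.286). Between zQ175:CK2α’(±) and WT mice the score differed by 0.0849 (exact p = 0.635, adjusted p = 0.733). With the 11 genes of Table S4 alone, a comparison added after the values were seen, 5 were higher and 6 lower in zQ175 against WT mice, 0 passed FDR 0.1 while 1 had an unadjusted p under 0.05, and the score differed by -0.378 (exact p = 0.0397, adjusted p = 0.238), from zQ175:CK2α’(±) mice by -0.318 (exact p = 0.0794, adjusted p = 0.238) and between zQ175:CK2α’(±) and WT mice by -0.0597 (exact p = 0.675, adjusted p = 0.817).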

The absence of robust microglial and astrocytic inflammatory RNA signatures in zQ175 and other HD models has previously been demonstrated [24]. However, we recapitulated some transcriptional changes for the so-called ‘*HD-associated astrocyte molecular signature*’ (Fig. 4g), which represents a group of 62 genes specifically altered in HD astrocytes and associated with astrocyte dysfunction [2, 24]. zQ175 mice showed significant decreased expression of Scn4b, Penk, Ppp1r1b, Arpp19, Pcp4, Pcp4l1 and Bcr, compared to WT mice, which are among the 15 top-most dysregulated genes in the HD-associated astrocyte molecular signature (Fig. 4g). 

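All 7 genes were lower in zQ175 than in WT mice. In edgeR's quasi-likelihood test, 5 of them passed FDR 0.1. Scn4b (ENSMUSG00000046480) fell from 421 ± 198 CPM (SD, n = 5) in WT mice to 197 ± 32.0 CPM (SD, n = 5) in zQ175 mice, a log2 fold change of -1.10 (standard error 0.223, adjusted p = 0.0469). Penk changed by -1.00 (standard error 0.227, adjusted p = 0.0610), Ppp1r1b by -0.85 (standard error 0.207, adjusted p = 0.0765), Pcp4 by -0.62 (standard error 0.127, adjusted p = 0.0469) and Pcp4l1 by -0.48 (standard error 0.084, adjusted p = 0.0442) on the log2 scale. Arpp19, with -0.75 (standard error 0.200, adjusted p = 0.102), and Bcr, with -0.45 (standard error 0.135, adjusted p = 0.136), did not pass, and both passed with DESeq2, at adjusted p values of 0.0425 and 0.0438. Adjusted over the 7 genes alone, all 7 passed FDR 0.1.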

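Between zQ175:CK2α’(±) and WT mice, Scn4b, Penk, Ppp1r1b, Arpp19, Pcp4, Pcp4l1 and Bcr were again all lower, with log2 fold changes from -0.78 to -0.28, which were 55.4% to 78.9% of the changes in zQ175 mice. In edgeR, 0 of the 7 passed FDR 0.1 over all genes (lowest adjusted p = 0.318), while 7 of 7 had an unadjusted p under 0.05 and all 7 passed when adjusted over the list alone. Compared directly, the 7 genes were lower in zQ175 than in zQ175:CK2α’(±) mice by log2 fold changes from -0.38 to -0.09. None of these direct differences passed (lowest adjusted p = 0.738, and 0.489 as the highest when adjusted over the 7 alone), and 1 had an unadjusted p under 0.05. The mean z-score of the 7 genes differed by -0.509 between zQ175 and zQ175:CK2α’(±) mice (exact two-sided permutation test with 5 mice against 5, p = 0.0317). The paper names these genes for their decrease in these zQ175 mice against WT mice. That selection alone favours smaller changes in zQ175:CK2α’(±) mice, so this is not an independent test. A score of striatal projection neuron markers differed by -0.531 between zQ175 and zQ175:CK2α’(±) mice (exact two-sided permutation p = 0.198). Both scores were lowest in zQ175 replicate 1, at -1.73 for the 7 genes and -2.27 for the projection neuron markers. The libraries are of whole striatal tissue, so the difference in the 7 genes was not assigned to astrocytes.

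**Figure D2:**
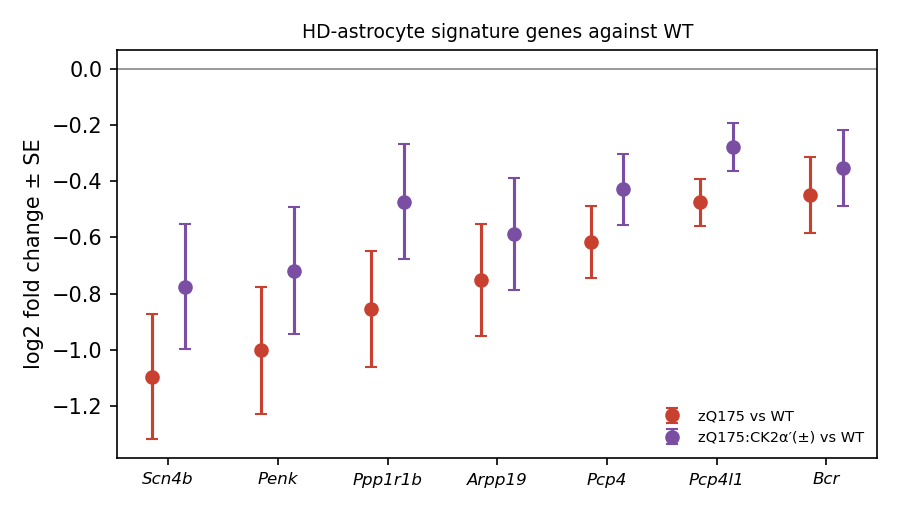
Log2 fold change against WT (vertical axis, ± SE derived from edgeR's F statistic) of the 7 genes in zQ175 and in zQ175:CK2α’(±) mice. In zQ175:CK2α’(±) mice every change is closer to 0, between -0.78 and -0.28. The genes were named for their decrease in zQ175 mice, which favours this.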

Notably, these changes were ameliorated when comparing zQ175:CK2α’^(±)^ and WT mice. Some of these genes are also expressed in neurons (https://www.proteinatlas.org/). Although we cannot rule out a neuronal contribution to the observed changes in these genes in our dataset, we speculate that changes in Scn4b, Penk, Ppp1r1b, Arpp19, Pcp4, Pcp4l1 and Bcr may be related to a diminished astrocytic pathology upon reduction of CK2α’ levels. This hypothesis is supported by the amelioration of astrogliosis (Additional file 13a, b) and the reduction in the astroglia marker myo-inositol, measured by in vivo proton magnetic resonance spectroscopy (^1^H-MRS) [40, 59, 69], when comparing zQ175:CK2α’^(±)^ and zQ175 mice (Additional file 13c-f).

The DGEs analyzed between zQ175 and zQ175:CK2α’^(±)^ revealed 39 specific and significant genes (FDR < 0.1) (CK2α’ RNA signature) (Fig. 4h, Additional file 14), which included Csnk2a2 (CK2α’ gene) as a positive control. 

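Of the 39 genes, 38 entered edgeR's test, and all 38 changed in the direction listed in Table S6, 24 higher and 14 lower in zQ175 than in zQ175:CK2α’(±) mice. In 19 of them the mice of the 2 genotypes did not overlap. Over all genes tested, 3 passed FDR 0.1, and all 38 had an unadjusted p under 0.05. DESeq2 with default settings also gave 39 genes, 38 of them among those listed. The 3 genes that passed in edgeR were Csnk2a2, Nr4a2 and 4933406B17Rik. Csnk2a2 was 35.0 ± 2.29 CPM (SD, n = 5) in zQ175 mice and 17.6 ± 1.64 CPM (SD, n = 5) in zQ175:CK2α’(±) mice, a log2 fold change of 0.99 (standard error 0.094, adjusted p = 1.61e-05). Nr4a2 had a log2 fold change of 2.23 (standard error 0.356, adjusted p = 0.0338). 4933406B17Rik (GRCm38 chromosome 8, 95496430 to 95503718) lies 6390 bases above the highest coordinate of Csnk2a2. The paper describes it as a long non-coding RNA tied to regulation of the Csnk2a2 promoter, which was not tested here. Its level was 0.185 ± 0.176 CPM (SD, n = 5) in zQ175 mice and 2.52 ± 0.815 CPM (SD, n = 5) in zQ175:CK2α’(±) mice, a log2 fold change of -3.68 (standard error 0.653, adjusted p = 0.0916). Because the 39 genes are calls made on these libraries, their shared direction and separation are not an independent test.

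**Figure D3:**
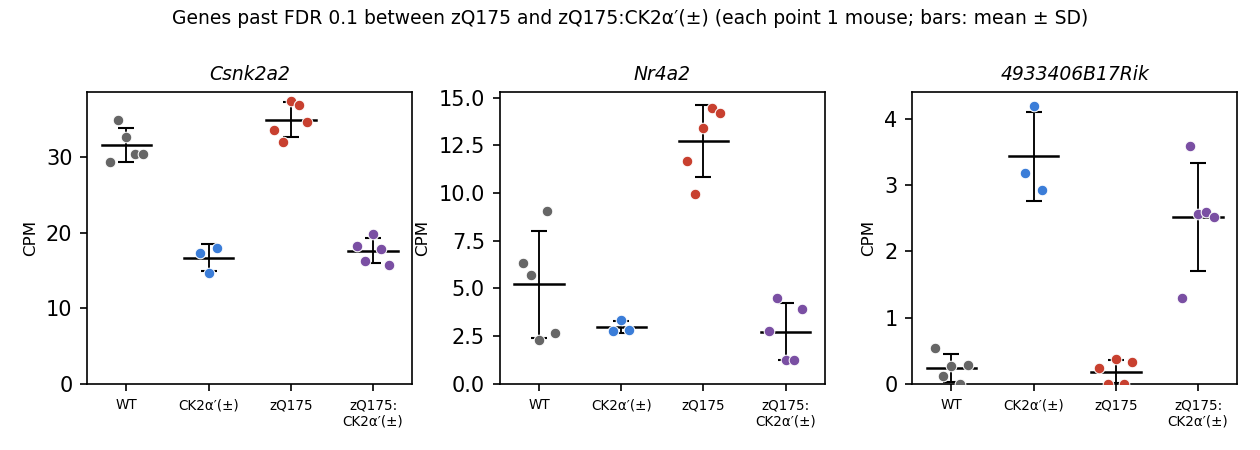
CPM (vertical axis) of Csnk2a2, Nr4a2 and 4933406B17Rik in each mouse by genotype; points are mice and bars the mean ± SD. In zQ175 mice Csnk2a2 averages 35.0 CPM and 4933406B17Rik 0.185 CPM, and in zQ175:CK2α’(±) mice 17.6 and 2.52 CPM.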

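Ranked by connectivity among the 255 Greenyellow genes, Slc30a3 stood at rank 21 (8.24%), Ncald within the first 9.41% and Nrp2 at rank 51 (20.0%). Their log2 fold changes between zQ175 and zQ175:CK2α’(±) mice were 3.09 for Slc30a3 (standard error 0.854, adjusted p = 0.482), 0.75 for Ncald (standard error 0.180, adjusted p = 0.389) and 1.11 for Nrp2 (standard error 0.284, adjusted p = 0.431). Slc30a3 was low, at 0.369 ± 0.286 CPM (SD, n = 5) in zQ175:CK2α’(±) mice and 3.10 ± 4.10 CPM (SD, n = 5) in zQ175 mice, among which replicate 5 alone reached 10.4 CPM. Ncald was 65.5 ± 12.3 CPM (SD, n = 5) and 110.3 ± 40.8 CPM (SD, n = 5) in the same groups, and its span overlaps 10 other genes with counts. On log2 CPM, Slc30a3 stood at 42.7% of the ranking, and without zQ175 replicate 5, Nrp2 ranked 8 and Slc30a3 ranked 132 by connectivity.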

Three genes (Ncald, Nrp2, and Slc30a3) were also among the 15% most highly connected members of the Greenyellow module (Additional file 8i). At least 40% of the DGEs (n = 16) were related to synaptic functions (Additional file 14). 

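The 16 genes that Table S6 lists as synaptic make up 41.0% of the 39. Of these, 14 were higher in zQ175 than in zQ175:CK2α’(±) mice, 1 passed FDR 0.1 in edgeR over all genes, and all 16 passed when adjusted over the 16 alone. The mean z-score of the 16 genes was higher in zQ175 than in zQ175:CK2α’(±) mice by 1.36 (exact two-sided permutation test, p = 0.00794, the smallest that 5 mice against 5 allow), on genes called for this difference.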

IPA on the 39 genes showed that the most significant canonical pathway was for glutamate receptor signaling (p-value 2.59E-03) (Fig. 4i), confirming the contribution of CK2α’ to the dysregulation of genes related to excitatory synaptic transmission in HD. However, the available information for the regulation of the 39 gene set did not provide a direct connection between any of these hits and CK2α’, therefore suggesting additional regulators implicated in the CK2α’-mediated RNA signature.

### α-syn participates in CK2α’-mediated synaptic gene dysregulation

When looking at the most significant upstream regulators identified by IPA of both the Greenyellow module and the 39 gene set identified by DGE, we found SNCA (α-syn) (p-value 9.10E-11 and 1.03E-07, respectively). α-syn regulates multiple processes including synaptic vesicle trafficking, neurotransmitter release and transcription [22, 23], and has been previously connected with CK2 [51, 73]. IPA connected α-syn with some of the most differentially dysregulated genes by CK2α’ including Ttr (Transthyretin), Grm2 (Glutamate Metabotropic Receptor 2), Slc17a7 (Solute Carrier Family 17 Member 7; alias VGlut1), C1ql3 (Complement Component 1, Q Subcomponent-Like), Cckbr (cholecystokinin B receptor), Nrp2 (Neuropilin 2), and the transcription factors Tbr1 (T-Box Brain Transcription Factor 1) and Nr4a2 (Nuclear Receptor Subfamily 4 Group A Member 2; alias Nurr1) (Fig. 5a).

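Between zQ175 and zQ175:CK2α’(±) mice, Nr4a2 was the only one of these genes past FDR 0.1 in edgeR's test. C1ql3 had a log2 fold change of 1.79 (standard error 0.361, adjusted p = 0.206), Cckbr of 1.39 (standard error 0.289, adjusted p = 0.222), Tbr1 of 1.45 (standard error 0.326, adjusted p = 0.328), Slc17a7 of 2.24 (standard error 0.502, adjusted p = 0.328) and Grm2 of 3.21 (standard error 0.713, adjusted p = 0.328). The change in Grm2 came with 6.33 ± 6.79 CPM (SD, n = 5) in zQ175 mice, which ranged from 0.791 to 15.9 CPM. Nrp2 was 24.8 ± 12.2 CPM (SD, n = 5) in zQ175 and 11.5 ± 2.75 CPM (SD, n = 5) in zQ175:CK2α’(±) mice. Ttr was lower in zQ175 mice by a log2 fold change of -6.92 (standard error 2.29, adjusted p = 0.597). That difference rested on 1 mouse, since zQ175:CK2α’(±) replicate 2 was at 11.49 log2 CPM and the other zQ175:CK2α’(±) mice between 0.93 and 2.59 log2 CPM, while the zQ175 mice lay between -0.05 and 3.34 log2 CPM. Without zQ175:CK2α’(±) replicate 2 the log2 fold change of Ttr was 0.29. The 4 mice highest in Ttr, which were WT replicates 1 and 3, CK2α’(±) replicate 1 and zQ175:CK2α’(±) replicate 2, were also the 4 highest in a score of other choroid plexus markers. From the pathway analysis of the 39 genes, the paper concludes that CK2α’ contributes to the dysregulation of genes of excitatory synaptic transmission in HD.

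**Figure D4:**
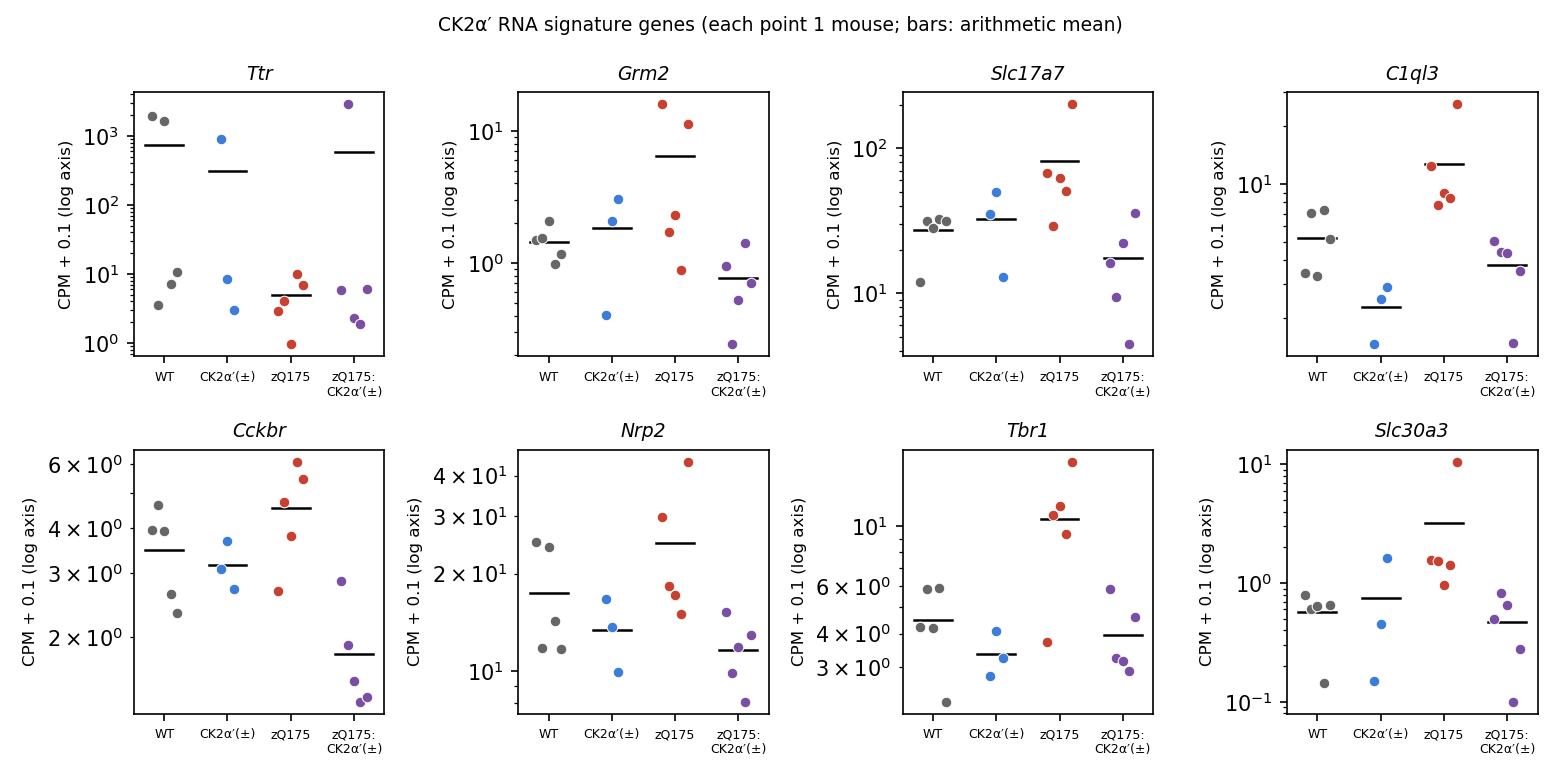
CPM plus 0.1 (vertical axis, log scale) in each mouse by genotype for Ttr, Grm2, Slc17a7, C1ql3, Cckbr, Nrp2, Tbr1 and Slc30a3; points are mice and bars are means. In Ttr the mean of the zQ175:CK2α’(±) mice rests on 1 mouse, and in Grm2 the zQ175 mice range from 0.791 to 15.9 CPM.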

**Fig. 5:**
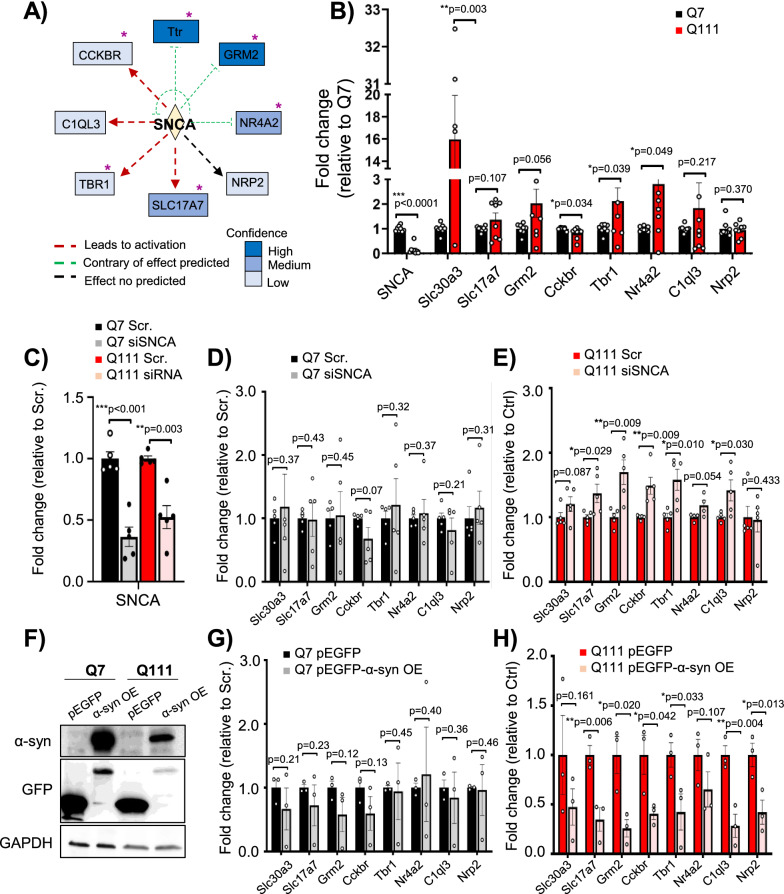
SNCA regulates the expression of genes identified in the CK2α’ mediated RNA signature. **A,** SNCA and DGEs connection by IPA network analysis. Purple asterisks denote synaptic function. **B**, RT-qPCR in Q7 and Q111 cells (*n* = 6–8 experiments). **C**–**E,** siRNA knockdown of SNCA (siSNCA) for 24 h in ST*Hdh Q7 (D)* and Q111 cells (**E**), and RT-qPCR for SNCA (**C**) and SNCA putative gene targets (**D**, **E**). Data were normalized with GAPDH and relativized to non-targeting control siRNA-treated cells (Scr.), (*n* = 5 experiments). Four data points fell in the axis break for Slc30a3. **F**, Immunoblotting for α-syn, GFP and GAPDH in Q7 and Q111 cells after plasmid transfections. Q7 and Q111 cells were transfected with pEGFP (control) or α-syn-GFP overexpression (OE) and harvested 24 h after transfection. **G**, **H**, RT-qPCR for Q7 (**G**) and Q111 cells (**h**) transfected with control or a-syn-GFP. Data were normalized with GAPDH and relativized to non-targeting control pEGFP-treated cells, (*n* = 3 experiments). Data are mean ± SEM with significance determined by Welch’s t-test

To determine the extent to which α-syn participates in the regulation of genes identified in the CK2α’-mediated RNA signature by IPA, we silenced or overexpressed SNCA in the murine striatal cell models Q7 (control) and Q111 (HD) cells. We first validated that Q111 cells presented similar gene expression alterations to those observed in zQ175 mice for the putative SNCA targets when compared to Q7 cells (Fig. 5b). Slc30a3 was included as a non-SNCA target control. Ttr expression was not detected in either Q7 or Q111. RT-qPCR showed a significant increase in Slc30a3, Slc17a7, Grm2, Cckbr, Tbr1 and Nr4a2 in Q111 compared to Q7 as observed in zQ175 mice when compared with WT. Interestingly, SNCA transcripts in Q111 cells were significantly lower compared to Q7 (Fig. 5b). Silencing SNCA in Q111 cells significantly increased the expression of several putative SNCA targets; Slc17a7, Grm2, Cckbr, Tbr1 and C1ql3, but not the non-SNCA targeted control gene Slc30a3. No significant effects on Q7 cells were observed (Fig. 5c–e). On the contrary, α-syn overexpression (OE) in Q111 cells had opposite effects on the same SNCA target genes with no effect on Q7 cells. We also conducted analyses in R6/1 and R6/1:SNCA^KO^ mice compared to WT (Additional file 15a, b) [70]. Although R6/1 mice did not show a similar transcriptional alteration for the SNCA target genes to that observed in zQ175, possibly due to disease severity differences between these two mouse models, we observed significantly decreased SNCA transcripts in R6/1 mice compared to WT, as observed in Q111 compared to Q7 cells (Additional file 15b). We also observed that SNCA^KO^ significantly altered the expression of Grm2 in the R6/1 background but not in the WT background (Additional file 15b). Altogether, the effects mediated by SNCA manipulations suggested that transcriptional alterations of some synaptic genes in HD could be mediated by α-syn dysregulation.

### Striatal synucleinopathy is found in zQ175 mice and is reduced by CK2α’ depletion

We next explored whether CK2α’ was involved in the regulation of α-syn in HD. We observed the total amount of α-syn was similar between WT and zQ175 (Fig. 6a–c) mice. zQ175:CK2α’^(±)^ mice showed a trend towards increased α-syn, but did not reach statistical significance (Fig. 6b, c). Nuclear and cytoplasmic fractionation confirmed the presence of α-syn in nuclear fractions from striatum samples [22, 63], and showed a modest but significant increase in nuclear α-syn in zQ175 mice (Fig. 6d, e). IF analyses for α-syn and HTT (EM48) also confirmed the colocalization between these two proteins (Fig. 6f, g), as previously shown in patients with HD and other HD mouse models [14, 41, 70]. This is also consistent with the annotation of α-syn as a component of the human HTT protein interactome ((http://www.interactome-atlas.org). To determine if there was a difference in the number and distribution of co-localized α-syn/HTT, we first analyzed the number of EM48^+^ puncta in both the nucleus and cytoplasm between zQ175 and zQ175:CK2α’^(±)^ mice. Cytoplasmic HTT aggregates were reduced in zQ175:CK2α’^(±)^ compared to zQ175 mice, consistent with previous studies [37], although no significant differences were observed in the number of nuclear HTT aggregates (Fig. 6h, i). Despite the decrease in cytoplasmic HTT aggregates in zQ175:CK2α’^(±)^ mice, no significant differences were observed in the number of nuclear and/or cytoplasmic α-syn/HTT colocalized puncta between zQ175 and zQ175:CK2α’^(±)^ mice (Fig. 6j).

**Fig. 6:**
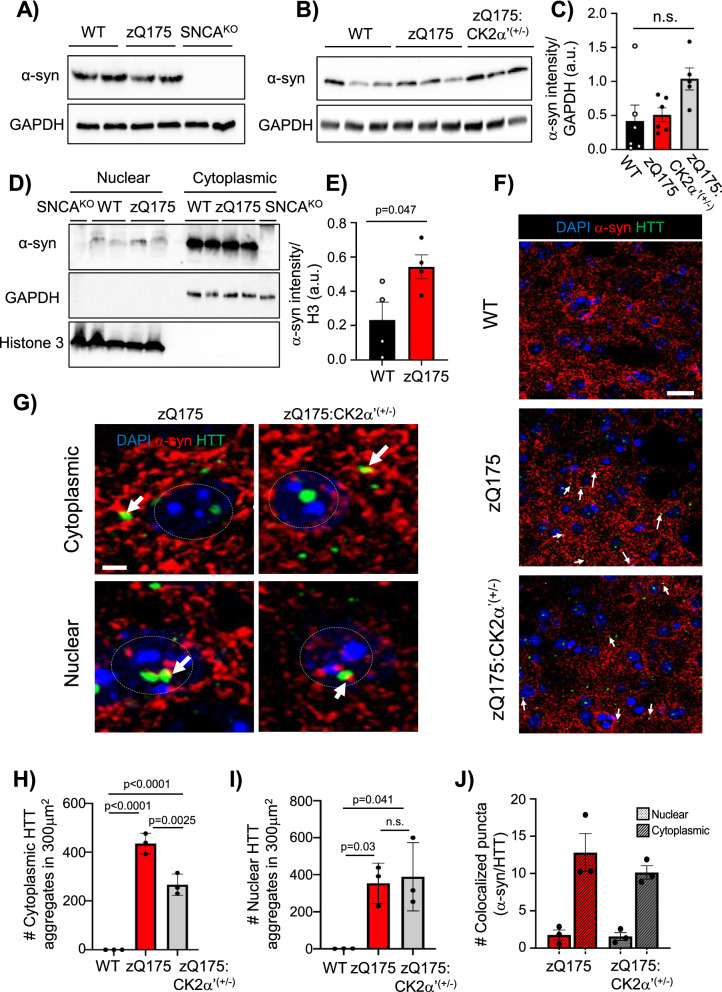
α-syn differentially accumulates in the nucleus of symptomatic zQ175 mice and colocalized with mtHTT. **A,** α-syn (4D6 antibody) IB in the striatum of WT, zQ175 and SNCA^KO^ and **B** in WT, zQ175 and zQ175:CK2α’^(±)^ mice at 12 months old. GAPDH used as loading control. **C,** α-syn protein levels analyzed by Image J from IB analyses (n = 5–6 mice/genotype). **D,** Nuclear/cytoplasmic fractionation of striatum samples from 12-month-old WT, zQ175 and SNCA^KO^ mice. **E**, Quantification of nuclear α-syn from images in D (n = 4 mice/genotype, at least 3 images averaged/mouse). **F**, α-syn and HTT (EM48 antibody) IF images of dorsal striatum sections from 12 month old WT, zQ175 and zQ175:CK2α’^(±)^ (n = 3 mice/genotype). White arrows indicate α-syn/HTT colocalization. Scale bar, 10 μm. **G,** Magnification of images from F. Scale bar, 2 μm. Grey circles represent nuclei. **H** Number of cytoplasmic and ***i*** nuclear EM48^+^ puncta (n = 3 mice/ genotype, 9 images averaged/mouse). **J**, Number of colocalized α-syn and EM48^+^ puncta calculated using Image J Puncta analysis plugin (n = 3 mice/genotype, 6–9 images averaged/mouse). Error bars denote mean ± SEM, values were analyzed by Student’s t-test

We then evaluated whether pS129-α-syn, a marker of synucleinopathy [33, 58], was altered in HD and whether CK2α’ could influence its levels. We observed that the levels of pS129-α-syn increased in the striatum of zQ175 mice at 12 months compared to WT (tested with 3 different pS129-α-syn antibodies: 81A, EP1536Y and D1R1R), and in the striatum of patients with HD (Fig. 7a–e, Additional file 16a), indicating signs of synucleinopathy. The levels of pS129-α-syn were significantly reduced in zQ175:CK2α’^(±)^ mice compared to zQ175, while no significant differences were observed when compared with WT mice (Fig. 7d, e, Additional file 16a–c). pS129-α-syn was detected in both the cytoplasm and the nucleus of zQ175 striatal cells, while no nuclear presence was detected in zQ175:CK2α’^(±)^ mice (Fig. 7f, g). In addition, we observed that pS129-α-syn colocalized with both cytoplasmic and nuclear HTT puncta in zQ175 mice, while only cytoplasmic colocalization was observed in zQ175:CK2α’^(±)^ mice (Fig. 7f, g, Additional file 17).

**Fig. 7:**
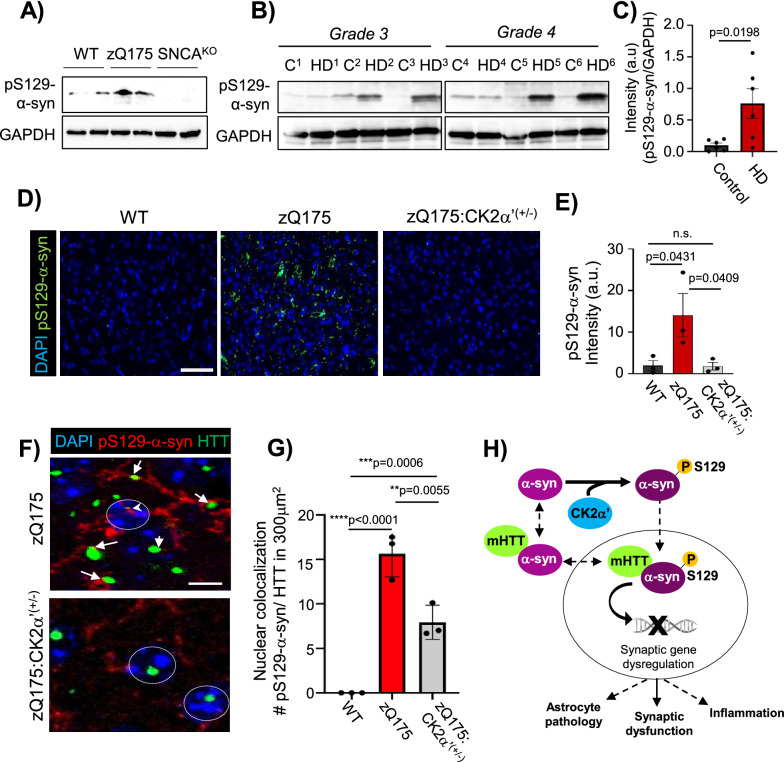
CK2α’ regulates phosphorylation of S129-α-syn and nuclear accumulation in symptomatic zQ175 mice. **A**, pS129-α-syn (EP1536Y antibody) IB in the striatum of 12-month-old WT, zQ175 and SNCA^KO^ (n = 4 mice/genotype). **B**, pS129-α-syn (81A antibody) IB in the striatum of patients with HD (Vonsattel grade 3 and 4, Harvard Brain Tissue Resource Center) compared to age and sex matched controls. GAPDH is used as loading control. ***C***, pS129-α-syn protein levels (combined grades 3 and 4) analyzed by Image J from images in (**B**). **D**, pS129-α-syn IF (81A antibody) in the dorsal striatum of 12-month-old WT, zQ175 and zQ175:CK2α’^(±)^ (n = 3 mice/genotype), Scale bar, 20 μm. **E**, pS129-α-syn fluorescence signal was calculated using Image J from images in D (n = 3 mice/genotype, at least 3 images averaged/mouse). **F**, Magnification of images in D, pS129-α-syn and EM48 colocalization in zQ175 and zQ175:CK2α’^(±)^. **G**, Quantification of pS129-α-syn and EM48 colocalized puncta using Image J puncta plug in (n = 3 mice/group, at least 3 images averaged/mouse). All data are mean ± SEM. Statistical analyses were conducted by one-way ANOVA. **H**, Working model for the role of CK2α’ in the regulation of pS129-α-syn and HD-like phenotype

## Discussion

Increased protein kinase CK2 activity has been associated with detrimental effects in protein homeostasis and neuroinflammation in different neurodegenerative diseases, including AD and PD [11]. However, the role of CK2 in HD remained unclear [4, 28, 37]. Here we have demonstrated the adverse effects of CK2α’ catalytic subunit on several HD-related phenotypes including transcriptional dysregulation, pro-inflammatory cytokine levels and astrocyte pathology, HTT aggregation, AMPA-mediated synaptic transmission, and motor coordination in the zQ175 HD mouse model and consolidated the detrimental contribution of CK2α’ to HD pathogenesis. We found CK2α’ contribution to HD was mediated, at least in part, by the ability of CK2α’ to influence α-syn phosphorylation, striatal synucleinopathy and synaptic gene dysregulation (Fig. 7h).

CK2 has been widely associated with the activation of neuroinflammatory processes [26, 36, 66]. Studies in AD demonstrated that pharmacological inhibition of CK2 reduced pro-inflammatory cytokine secretion by human AD astrocytes and increased cell viability [62]. One of the proposed mechanisms is the participation of CK2 in the phosphorylation of components of the IKK (IκB kinase)/NFκB pathway that results in production of proinflammatory cytokines [26]. Although the role of CK2 in inflammation is mostly attributed to the CK2α subunit [66], we showed that CK2α’ haploinsufficiency reduced the levels of several proinflammatory cytokines and diminished astrocyte pathology, assessed by decreased levels of myo-inositol and density of GS + astrocytes in the striatum of zQ175 mice.

Astrocyte pathology and pro-inflammatory cytokines in HD contribute to reduced striatal glutamatergic transmission, spine density, and MSN excitability, ultimately affecting motor behavior [43, 48, 74]. This is supported by recent studies in zQ175 mice expressing a truncated EAAT2-S506X (astrocytic glutamate transporter GLT1 lacking the C-terminal domain), which decreased abnormal protein–protein interactions between astrocytic proteins and GLT-1 and ameliorated deficits in astrocyte glutamate uptake and motor symptoms [42]. Moreover, conditional deletion of mtHTT in astrocytes of BACHD mice also improved astrocyte function, rescued the expression of synaptic proteins like PSD-95 and improved striatal synaptic activity, motor, and psychiatric-like phenotypes [74]. We showed that CK2α’ depletion increased the expression of synaptic genes (PSD-95 and Darpp-32), improved the frequency of mEPSCs (a parameter of AMPA-mediated synaptic transmission) and ameliorated motor deficits. These effects mediated by reduction of CK2α’ could be influenced by improved astrocyte pathophysiology and decreased pro-inflammatory cytokines.

Despite the beneficial effects on neuroinflammation and motor behavior observed by reducing the levels of CK2α’ in zQ175, our transcriptomic analyses did not reveal a neuroinflammatory transcriptional response in either zQ175 or zQ175:CK2α’^(±)^ mice. Similar results were previously reported in zQ175 and other HD mouse models [24]. Instead, we observed transcriptional changes associated with the ‘HD astrocyte molecular signature’, which encompasses a subset of genes identified in astrocyte-specific purified RNA from various HD mouse models representative of astrocyte dysfunction [24]. Our own bulk RNA-seq data, while not cell-specific, showed downregulation of several genes associated with the HD astrocyte molecular signature [24] (Scn4b, Penk, Ppp1r1b and Arpp19) that were rescued in zQ175:CK2α’^(±)^ mice. These results suggest CK2α’ may influence astrocyte pathology in HD. How exactly neuronal CK2α’ influences astrocyte pathophysiology in HD and whether decreased astrocytic pathology contributes to improved neuropathological markers and motor symptoms in zQ175:CK2α’^(±)^ mice is yet to be determined.

In contrast to CK2α, which is an essential protein with hundreds of targets, CK2α’ has very few identified substrates [6, 32]. Studies using CK2 inhibitors proposed that CK2 participates in HTT phosphorylation [4, 8, 28], a PTM that modulates HTT aggregation and toxicity. Therefore, it is possible that CK2α’-mediated changes in HTT aggregation in zQ175 mice could be related to HTT phosphorylation. However, genetic evidence for the direct role of either CK2α or CK2α’ in HTT phosphorylation are lacking and no CK2 consensus sequences (SxxE/D) have been found in HTT [6, 32]. A recently described direct target of CK2α’ is the stress protective transcription factor HSF1, which regulates protein homeostasis [38]. CK2α’ phosphorylates HSF1 in HD signaling the protein for proteasomal degradation, which ultimately alters chaperone expression [37]. Our RNA-seq analysis showed increased expression of chaperones like Hsp70 and Hsp25 in zQ175:CK2α’^(±)^ mice, consistent with previous findings [37]. Therefore, changes in the expression of these chaperones could explain the decrease in HTT aggregation observed in zQ175:CK2α’^(±)^ mice.

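Hsp70 is encoded by Hspa1a (ENSMUSG00000091971) and Hspa1b (ENSMUSG00000090877), near-identical neighbours on chromosome 17, and Hsp25 by Hspb1 (ENSMUSG00000004951) on chromosome 5. The authors removed reads with a mapping quality under 60, which discards reads that align equally to Hspa1a and Hspa1b, so their counts cover only reads placed on 1 of the 2 and can understate their expression. All 3 had few counts. Hspa1a was 1.02 ± 0.679 CPM (SD, n = 5) in zQ175 mice and 0.962 ± 0.699 CPM (SD, n = 5) in zQ175:CK2α’(±) mice, Hspa1b was 2.68 ± 1.30 and 2.07 ± 1.68 CPM, and Hspb1 was 1.58 ± 0.673 and 1.14 ± 0.811 CPM. The log2 fold change of zQ175 over zQ175:CK2α’(±) mice was 0.08 for Hspa1a (standard error 0.516, adjusted p = 0.991), 0.38 for Hspa1b (standard error 0.580, adjusted p = 0.953) and 0.49 for Hspb1 (standard error 0.460, adjusted p = 0.913). Against WT mice, zQ175:CK2α’(±) mice had log2 fold changes of -0.54 in Hspa1a (adjusted p = 0.824), 0.88 in Hspa1b (adjusted p = 0.705) and -0.68 in Hspb1 (adjusted p = 0.701). None of these differences was larger than the spread between mice.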

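The mean z-score per mouse of the 39 genes of the CK2α’ RNA signature was 0.528 higher in zQ175 than in zQ175:CK2α’(±) mice. The exact two-sided permutation test with 5 mice against 5 gave p = 0.00794. The genes were called for this difference in these mice, so it is not an independent test. The mean takes no account of direction. Of the 38 genes tested in edgeR, 24 were higher and 14 lower in zQ175 mice, so opposite changes partly cancel in it. The 16 genes with synaptic functions were also higher in zQ175 than in WT mice, by 0.798 (exact p = 0.00794), and in zQ175:CK2α’(±) mice they were lower than in WT mice, by a difference of -0.559 (exact p = 0.0159), and the same selection favours both of these differences. The mean score of the 39 genes, in which opposite changes cancel, differed by 0.191 between zQ175 and WT mice (exact p = 0.159). Between zQ175:CK2α’(±) and WT mice it differed by -0.337 (exact p = 0.0397).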

Interestingly, WGCNA and DGE did not reveal global changes in transcriptional pathways associated with protein quality control networks in zQ175:CK2α’^(±)^ mice, but instead showed a unique CK2α’-mediated RNA signature related to synaptogenesis and glutamate receptor signaling. These data fit well with the improved frequency of striatal mEPSCs observed by reducing CK2α’ levels and supports previous findings showing increased MSN maturation and striatal excitatory synapse density in zQ175:CK2α’^(±)^ mice [37, 76]. IPA revealed α-syn as one of the top putative upstream regulators of the CK2α’-mediated transcriptional changes. α-syn is a neuronal protein preferentially located in the cytoplasm and was not considered a transcription factor [5]. 

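Nurr1 is encoded by Nr4a2 (ENSMUSG00000026826, GRCm38 chromosome 2, 57106830 to 57124003). It was expressed at 12.7 ± 1.89 CPM (SD, n = 5) in zQ175 mice, 5.21 ± 2.80 CPM (SD, n = 5) in WT mice, 2.98 ± 0.334 CPM (SD, n = 3) in CK2α’(±) mice and 2.74 ± 1.50 CPM (SD, n = 5) in zQ175:CK2α’(±) mice. The lowest zQ175 mouse, at 9.97 CPM, lay above the highest zQ175:CK2α’(±) mouse, at 4.52 CPM. Between zQ175 and WT mice its log2 fold change was 1.28 (standard error 0.337, adjusted p = 0.0990 in edgeR). With each zQ175 or zQ175:CK2α’(±) mouse left out in turn, the log2 fold change between these groups stayed between 2.04 and 2.47. The adjusted p values were from 0.0198 to 0.158.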

Recent studies showed α-syn is also present in the nucleus and support a role of α-syn in modulating transcription by either regulating the expression of transcription factors like Nurr1 [22, 23], which is differentially expressed between zQ175 and zQ175:CK2α’^(±)^, or by inducing epigenetic modifications in the DNA [64]. Glutamate receptor signaling genes seem to be selectively altered in mice expressing human α-syn at both the epigenetic and transcriptional level [64]. In aged mice, increased nuclear accumulation of pS129-α-syn in cortical neurons has been correlated with the dysregulation of vesicular glutamate transporter *SLC17A7* [68]. We showed that manipulation of CK2a’ levels in zQ175 mice or α-syn levels in ST*Hdh* Q111 cells significantly altered the expression of several genes involved in glutamatergic signaling including *SLC17A7*. It is unclear how SLC17A7 transcripts can be found in striatal tissues, due to its association with glutamatergic neurons, thought to be absent in the striatum. 

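In the striatal libraries Slc17a7 (ENSMUSG00000070570, GRCm38 chromosome 7, 45163949 to 45176142) was expressed at 27.0 ± 8.57 CPM (SD, n = 5) in WT mice, 82.1 ± 68.4 CPM (SD, n = 5) in zQ175 mice, 32.5 ± 18.5 CPM (SD, n = 3) in CK2α’(±) mice and 17.5 ± 12.1 CPM (SD, n = 5) in zQ175:CK2α’(±) mice. The zQ175 mice ranged from 29.1 to 202 CPM, and 4.35 CPM was the lowest value in zQ175:CK2α’(±) mice, so transcripts were counted in each of the 18 libraries. The log2 fold change between zQ175 and WT mice was 1.61 (standard error 0.488, adjusted p = 0.139 in edgeR). A score of 18 other marker genes of cortical glutamatergic neurons, as the mean z-score per mouse, was also higher in zQ175 than in zQ175:CK2α’(±) mice, by 0.562 (exact two-sided permutation test, p = 0.0317). Without the 4 of these markers that belong to the Greenyellow module, a comparison added after the values were seen, the difference was 0.388 (exact p = 0.0556).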

Recently, it was demonstrated that striatal astrocytes lead to the generation of SLC17A7 expressing glutamatergic neurons in response to injury or aging, that functionally integrate into the adult striatal microcircuitry and contribute to an internal glutamatergic transmission [27]. Overall, our data suggested that CK2α’-mediated expression changes in genes associated with synaptogenesis and glutamatergic signaling alterations in zQ175 mice are α-syn dependent, although additional contributions mediated by astrocyte pathophysiology and/or pro-inflammatory cytokines cannot be ruled out.

α-Syn participates in HD pathogenesis since α-syn KO mice decreased mtHTT aggregation and attenuated body weight loss and motor symptoms in R6/1 mice [18, 70]. However, α-syn’s specific mechanism of action in HD was not established. Similarly, CK2α’ haploinsufficiency attenuated body weight loss [37] and motor symptoms in zQ175 mice. Mice constitutively expressing α-syn in the nucleus exhibited age-dependent motor deficits and decreased protein levels of Darpp32 [35], a protein highly dysregulated in HD and whose expression levels were rescued in zQ175:CK2α’^(±)^ mice. Here we showed that pS129-α-syn levels were increased in the striatum of symptomatic HD mice and patients with HD as well as increased pS129-α-syn localization in the MSN nucleus. pS129-α-syn promotes α-syn nuclear accumulation, aggregation and synucleinopathy and was linked to CK2-dependent phosphorylation in PD, although this site is also the target of other protein kinases [45, 51]. We showed that both nuclear and cytoplasmic pS129-α-syn was decreased when reducing the levels of CK2α’ in zQ175 mice. Considering all the evidence, it is reasonable to hypothesize that CK2α’-mediated increase of pS129-α-syn in the brains of zQ175 mice could contribute to glutamate signaling dysregulation by altering (directly or indirectly) the expression of genes related to those processes and ultimately affecting several HD-like phenotypes evaluated in our study.

HD and PD are both diseases of the basal ganglia, and although they differ in their etiology and specificity of the affected cells, they also share some common motor symptoms including rigidity and involuntary movements (chorea and tremors, respectively), as well as cognitive deficits [47, 72]. Our work here suggests that activation of CK2 and phosphorylation of α-syn could represent a common underlying molecular mechanism of neurodegeneration between these two diseases. Further experiments will be necessary to decipher the mechanism by which CK2α’-mediated α-synucleinopathy contributes to HD and to tease apart the differential contribution of HTT aggregation and α-syn pathology to the symptomatology, onset, and progression of HD.

## Conclusions

Protein kinase CK2α’ is induced in HD. Increased CK2α’ contributes to transcriptional dysregulation of synaptic genes and neuroinflammation in zQ175 HD mice and its depletion improved several HD-like phenotypes in this mouse model. These effects are related to an increased phosphorylation of α-syn (pS129-α-syn) in the striatum of zQ175, a PTM associated with synucleinopathy and PD. We propose that CK2α’ participates (directly or indirectly) in phosphorylating α-syn in HD and such modification could exacerbate some of the phenotypes associated with HD. Our study highlights a potential convergent mechanism of neurodegeneration between HD and PD and suggests targeting CK2α’ as a therapeutic strategy to treat HD and perhaps other neurodegenerative diseases.

## Supplementary Information

**Additional file 1.** Depletion of MSN marker expression does not reflect neuronal loss in zQ175 mice. a, Representative images of EM48 immunostaining in the dorsal striatum and cortex of zQ175 at 3, 6, 12 and 22 months (n=6 mice/genotype, 6-9 images averaged/mouse). b, Quantification of the number of EM48 aggregates in the cortex of zQ175 and its comparison with striatum. c, Representative images of NeuN immunostaining in the dorsal striatum of WT and zQ175 at 3, 6, 12 and 22 months (n=3 mice/genotype). d, e, Representative images of Ctip2 immunostaining in the dorsal striatum of 12 months old WT and zQ175 and quantitative analysis of Ctip2+ cells (n = 3 WT; 3 zQ175, 9 images averaged/mouse). Scale bar, 50 µm. DAPI is used for nuclear staining. f, Cresyl violet staining in the dorsal striatum of 22 months old WT and zQ175 mice. Magnified image represents neurons (white arrow) and glial (black arrow) cells. g, Quantification of neurons from cresyl violet analyses at 12 and h, 22 months old WT and zQ175 mice (3 mice/genotype, 3 images averaged/mouse). i, Dotted line on magnetic resonance images displays the manually traced striatum region of representative mice of each genotype at 22 months of age. j, Striatum volume analyzed in 22-month-old mice from images in G (n=4 mice/genotype, at least 3 images averaged/mouse). Error bars denote mean ± SD. Student’s t-test, p-values <0.05 are indicated. n.s = not significant.

**Additional file 2.** Deficiency in CK2α’ expression does not affect MSN abundance but does influence synaptic genes. a, b, Representative images show the labeling of Ctip2 (a) and quantitative analysis (b) from striatum of zQ175 and zQ175:CK2α’(+/-) mice (n = 3 mice/genotype, at least 3 images averaged/mouse). Scale bar, 50 µm. c, mRNA levels assessed by RT-qPCR of Drd1 and Drd2 (striatal MSN markers), Darpp32 and PSD95 in the striatum of 12 months old mice (n=4 mice/genotype). Error bars denote mean ± SD, values were analyzed by Student’s t-test. p-values <0.05 for differences between groups are indicated in each graph. n.s = not significant.

**Additional file 3.** Genetic deletion of CK2α’ does not ameliorate anxiety-like behaviors or locomotor asymmetry of zQ175 HD at 12 months of age. a-e, Gross motor performance, exploratory behavior, and anxiety-like behavior were assessed during 30 mins in an open field test. a, distance traveled, b, time spent at the center of the field, c, average locomotion velocity and d, time in the outer/inner zone of the field between zQ175 and zQ175:CK2α’ (+/-). e, Representative tracing images show the total distance traveled by the subject. f, Parameters of the spontaneous motor activity (number of rears) evaluated by a cylinder test. Error bars denote mean ± SEM, values were analyzed by two-way ANOVA with Sidak’s post-hoc test. n.s = not significant.

**Additional file 4.** CK2α’ does not alter cognitive behavior in symptomatic HD mice. a, b, Freezing time in the cued (a) and contextual fear conditioning test (b). c-e, Performance on the Barnes maze (BM) task measured by latency to reach the escape hole (c), the mean distance from the target location (d), and total distance until escape in training sessions (e). f-h, Results of BM reversal test are similar to those in BM test, measured by latency to first entry (f), total distance traveled (g) and the mean distance from the target location (h). i, working memory, percent of spontaneous alternation measured by Y maze. Tests were conducted in 12 month old zQ175 and zQ175:CK2α’(+/-).Error bars represent mean ± SEM. Statistical analyses were conducted using ANOVA with Sidak’s post-hoc test (n = 6 mice/genotype). n.s = not significant.

**Additional file 5.** Expressions of all identified co-expression gene modules from WGCNA studies for each mouse sample. A total of 20 different modules were identified when comparing all the genotypes.

**Additional file 6.** WGCNA modules genes assignment.

**Additional file 7.** WGCNA module names and number of genes per module.

**Additional file 8.** RNA-Seq comparison between samples and with Langfelder et al., 2016 [49]. a, Kruskal-Wallis test of module expressions between zQ175 mice and WT mice. b IPA canonical pathway analysis of module genes for module “Red”. c, Cook’s distance (DESeq2), which is a measure of how much a single sample is influencing the fitted coefficients for a gene, for all tested samples (HET = CK2α’(+/-), KI = zQ175, KIHET = zQ175:CK2α’(+/-)). d, Network visualization of top 15% connected genes for module genes of module “Greenyellow”. The size of the circles was scaled by the absolute value of the mean log2-fold change between zQ175 and zQ175:CK2α’(+/-) mice. e, MA-plot of differential gene expression between HD (zQ175) and WT mice. f, Venn Diagram of differentially expressed genes between HD (zQ175) and WT mice in comparison to Langfelder 2016 data. g, MA-plot of differential gene expression between zQ175:CK2α’(+/-) and WT mice. h, Venn Diagram of differentially expressed genes between zQ175, WT, zQ175:CK2α’(+/-) and CK2α’(+/-) mice. i, Driver factors of gene expression variance (genotype and/or gender) for the DGEs identified between zQ175 and zQ175:CK2α’(+/-) were evaluated using R package variance Partition.

**Additional file 9.** Differential Gene Expression analyses across the four different genotypes WT, zQ175, CK2α’(+/-) and zQ175:CK2α’(+/-).

**Additional file 10.** Alteration in CK2α’ expression changes cytokine profiles but not microglia. a, RT-qPCR analysis for CK2α’ and IL-6 in STHdhQ7/Q7 (control) and STHdhQ111/Q111 (HD) cell (n = 5 independent experiments). Data were normalized to GAPDH and control cells. b, siRNA knockdown of CK2α’ for 24 h in STHdhQ111/Q111 cells and RT-qPCR. Data were normalized with GAPDH and relativized to non-targeting control siRNA-treated cells (scramble), (n = 6 independent experiments). c, d, Representative images of mouse cytokine array panels from striatum extracts of WT, zQ175, and zQ175:CK2α’(+/-) at 12-14 months of age (n = 6 mice/genotype). e, f, Iba1 immunoblotting in the striatum of 12 months old WT, zQ175 and zQ175:CK2α’, quantification was measured by image analyses using Image J software, GAPDH is used as a loading marker. g-i, Representative images show the labeling of Iba1 in the dorsal striatum of WT, zQ175 and zQ175:CK2α’(+/-) at 3, 6 and 12 months old (g). Images were analyzed using the Image J software. Scale bar, 100 µm. Iba1+ cell body area in 12 months old mice (n = 3-4 mice/genotype, 18 images averaged/mouse) (h) and percent of Iba1+ cells in 300mm2 (n=3-4 mice/genotype, at least 9 images averaged/mouse) (i). Error bars denote mean ± SEM, values were analyzed by Student's t test in d, and one-way ANOVA and Tukey post-hoc test in a, b, f, h, i. *p represent p-values comparing zQ175 and WT, #p are p-values comparing zQ175 and zQ175:CK2α’(+/-).

**Additional file 11.** Expression analyses for astrocyte markers of A1, A2 and pan-reactive (from Liddelow et al., 2017 (40)) in WT, zQ175, CK2α’(+/-) and zQ175:CK2α’(+/-).

**Additional file 12.** Expression analyses for microglia markers of A1 inducing and reactive microglia (from Liddelow et al., 2017 (40)) in WT, zQ175, CK2α’(+/-) and zQ175:CK2α’(+/-).

**Additional file 13.** Decreased CK2α’ ameliorated astrogliosis in zQ175 mice. a, b, Representative images show the labeling (a) and quantification (b) of Glutamine synthetase (GS, an astrocytic marker) and CK2α’ of striatum sections from 12-month-old mice in WT, zQ175 and zQ175:CK2α’(+/-) (n = 5 mice/genotype, at least 3 images averaged/mouse). DAPI is used for nuclear staining. Scale bars, 50 µm. c, Coronal images of brain scans in 9.4T magnet showing the striatum voxel (green box) for MRS acquisition from each genotype at 22 months. d, Localized proton magnetic resonance spectra [LASER sequence, TE = 15 ms, TR= 5 s, 256 transients, 9.4T] obtained at 22 months of age from the striatum of WT, zQ175, and zQ175:CK2α’(+/-) mice (n = 4 WT; 4 HD; 6 HD: CK2α’ (+/-)). Differences in myo-inositol (Ins) between WT and zQ175 mice and between zQ175 and zQ175:CK2α’(+/-) mice are shown with arrows. e, f, Mean concentrations of myo-inositol (Ins) (e) and other reliably quantified metabolites (f) in the striatum of WT (black), zQ175 (red), and zQ175:CK2α’(+/-) (gray) mice. Asc: Ascorbate/vitamin C; tCr: total creatine + phosphocreatine; GABA: gamma-aminobutyric acid; Glc: glucose; Gln: glutamine; Glu: glutamate; tCho: total phosphocholine + glycerophosphocholine; GSH: glutathione; lns: myo-inositol; Lac: lactate; NAA: N-acetylaspartate; NAAG: N-acetylaspartylglutamate; PE: phosphoethanolamine; Tau: taurine. Error bars denote mean ± SEM, values were analyzed by one-way ANOVA with Tukey’s post-hoc test. p-values < 0.05 are indicated.

**Additional file 14.** Marker genes and their mean log2 fold change between zQ175 and zQ175:CK2α’(+/-) mice compared to WT.

**Additional file 15.** SNCA regulates the expression of synaptic genes identified in IPA analysis in R6/1 mice. a, IB for α-syn (4D6 antibody) and mtHTT (EM48 antibody) in the striatum of 5 months old WT, SNCAKO, R6/1 and R6/1:SNCAKO (n=3 mice/genotype). b, RT-qPCR analyses for SNCA and genes identified in the IPA analyses to be connected to SNCA; (Ttr, Grm2, Slc17a7, Slc30a3, Cckbr, Nrp2, Tbr1 and Nr4a2) (n = 4-5 mice/genotype). Error bars represent mean ± SEM. Statistical analyses were conducted by Student’s t-test. p-values <0.05 are indicated. We also indicated p-values <0.09 for those genes that showed a trend toward decreased expression.

**Additional file 16.** CK2a’ haploinsufficiency decreased the levels of pS129-α-syn. a, Representative pS129-α-syn IF images (D1R1R antibody) in the dorsal striatum of 12 months old WT, zQ175 and zQ175:CK2α’(+/-), Scale bar, 20 μm. b, pS129-α-syn and CK2α’ immunoblotting of striatum samples from 12-month-old zQ175 and zQ175:CK2α’(+/-) mice (n = 3 mice/group). c, Levels of pS129-α-syn and CK2α’ were calculated using Image J from immunoblotting images in a and showed a parallel decrease of pS129-α-syn and CK2α’ levels in zQ175:CK2α’(+/-) compared to zQ175 mice. Error bars represent mean ± SEM. Statistical analyses were conducted by Student’s t-test. p-values <0.05 are indicated (n=3 mice/genotype).

**Additional file 17.** Video showing pS129-α-syn nuclear localization (red) in the striatum of 12-month-old zQ175 mice. DAPI (blue) stains nuclei.

**Additional file 18.** Supplementary Methods.

## Data Availability

RNA-seq data set generated in this manuscript is accessible at GEO (accession number GSE160586). All other data generated or analyzed during this study are included in this published article (and its supplementary information files).

## Abbreviations

α-syn: Alpha synuclein
pS129-α-syn: Phosphoserine 129 alpha synuclein
HD: Huntington’s disease
PD: Parkinson’s’ disease
AD: Alzheimer’s disease
CK2α’: Protein kinase CK2 alpha prime
HTT: Huntingtin
mtHTT: Mutant huntingtin
MSN: Medium spiny neuron
polyQ: Poly-glutamine
MAPT: Microtubule associated protein tau
TNF: Tumor necrosis factor
EPSC: Excitatory postsynaptic currents
IPA: Ingenuity pathway analyses
DGE: Differential gene expression
WGCNA: Weighted gene co-expression network analysis
iPSC: Induced pluripotent stem cells
Scn4b: Sodium channel β4 auxiliary subunit
Penk: Proenkephalin
Ppp1r1b: Protein phosphatase 1 regulatory subunit 1B
Arpp19: CAMP regulated phosphoprotein 19
Slc17a7: Solute carrier family 17 member 7
Grm2: Glutamate metabotropic receptor 2
Cckbr: Cholecystokinin B receptor
Tbr1: T-box brain 1
C1ql3: Complement C1q-Like protein 3
SNCA: Alpha-synuclein
Slc30a3: Solute carrier family 30 member 3
Nrp2: Neuropilin 2
Nr4a2: Nuclear receptor subfamily 4 group A member 2

# Supplementary material for: CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease
**Source:** Acta Neuropathol Commun. 2022 Jun 3;10:83. doi: 10.1186/s40478-022-01379-8
**Supplement:** Supplementary file 6 — Additional file 6. WGCNA modules genes assignment.

[illegible]

# Supplementary material for: CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease
**Source:** Acta Neuropathol Commun. 2022 Jun 3;10:83. doi: 10.1186/s40478-022-01379-8
**Supplement:** Supplementary file 7 — Additional file 7. WGCNA module names and number of genes per module.

**Table S2. WGCNA module names and number of genes per module**

| ModuleName   | ModuleID | NoGene | Pval(HD-HD;CK2a'+/-) | Pval(HD-WT) |
|--------------|----------|--------|----------------------|-------------|
| Blue         | 1        | 1165   | 0.9168               | 0.0472      |
| Black        | 2        | 432    | 0.3472               | 0.0163      |
| Green        | 3        | 711    | 0.4647               | 0.0090      |
| Cyan         | 4        | 107    | 0.6015               | 0.1172      |
| Greenyellow  | 5        | 255    | 0.0090               | 0.0090      |
| Salmon       | 6        | 211    | 0.1745               | 0.4647      |
| Tan          | 7        | 235    | 0.7540               | 0.1745      |
| Grey60       | 8        | 66     | 0.7540               | 0.9168      |
| Turquoise    | 9        | 2016   | 0.9168               | 0.7540      |
| Pink         | 10       | 404    | 0.6015               | 0.3472      |
| Lightyellow  | 11       | 52     | 0.9168               | 0.0472      |
| Yellow       | 12       | 994    | 0.3472               | 0.0472      |
| Magenta      | 13       | 324    | 0.9168               | 0.7540      |
| Midnightblue | 14       | 93     | 0.7540               | 0.9168      |
| Lightgreen   | 15       | 53     | 0.1172               | 0.6015      |
| Purple       | 16       | 268    | 0.2506               | 0.0472      |
| Lightcyan    | 17       | 82     | 0.1745               | 0.9168      |
| Brown        | 18       | 1067   | 0.9168               | 0.6015      |
| Red          | 19       | 639    | 0.0472               | 0.0163      |
| Grey         | 20       | 11926  | 0.0758               | 0.0163      |

# Supplementary material for: CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease
**Source:** Acta Neuropathol Commun. 2022 Jun 3;10:83. doi: 10.1186/s40478-022-01379-8
**Supplement:** Supplementary file 11 — Additional file 11. Expression analyses for astrocyte markers of A1, A2 and pan-reactive (from Liddelow et al., 2017 (40)) in WT, zQ175, CK2α’(+/-) and zQ175:CK2α’(+/-).

**Table S4. Expression analyses for astrocyte markers of A1, A2 and pan reactive (from Liddelow et al., 2017)**

GENES ASSOCIATED WITH PAN REACTIVE, A1 AND A2 ASTROCYTES

| EnsemblID | FC_HD.WT        | P_HD.WT         | Q_HD.WT         | FC_HDHET        | P_HDHET         | Q_HDHET         | FC_HD.HD        | P_HD.HD         | Q_HD.HD         | FC_HD.HE        | P_HD.HET        | Q_HD.HET        | FC_HDHET        | P_HDHET         | Q_HDHET         | FC_HET.W        | P_HET.WT        | Q_HET.WT | GeneSymbol     |                                                         |
|-----------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|----------|----------------|---------------------------------------------------------|
| ENSMUSG   | -1.14609        | 0.160577        | NA              | -0.51943        | 0.515094        | NA              | -0.62666        | 0.451644        | 0.996027        | 0.276807        | 0.780398        | NA              | 0.903464        | 0.355314        | NA              | -1.42289        | 0.139949        | 1        | Lcn2           | P<br>A<br>N<br>R<br>E<br>A<br>C<br>T<br>I<br>V<br>E     |
| ENSMUSG   | 1.790505        | 0.232362        | NA              | 2.560314        | 0.085282        | NA              | -0.76981        | 0.587928        | 1               | -0.60378        | 0.712229        | NA              | 0.166024        | 0.918696        | NA              | 2.394289        | 0.157896        | 1        | Steap4         |                                                         |
| ENSMUSG   | -0.12823        | 0.649538        | 0.867518        | -0.24247        | 0.393998        | 0.869917        | 0.114237        | 0.690479        | 1               | -0.03872        | 0.905648        | 0.978208        | -0.15296        | 0.641602        | 0.939904        | -0.08952        | 0.782683        | 1        | S1pr3          |                                                         |
| ENSMUSG   | -1.08231        | 0.473498        | NA              | -0.35739        | 0.807911        | NA              | -0.72493        | 0.636129        | 1               | -2.99215        | 0.073848        | NA              | -2.26723        | 0.1663          | NA              | 1.909843        | 0.237589        | 1        | Timp1          |                                                         |
| ENSMUSG   | -0.15143        | 0.14569         | 0.491222        | -0.1656         | 0.111857        | 0.631925        | 0.014173        | 0.891967        | 1               | -0.12115        | 0.31343         | 0.712446        | -0.13532        | 0.260442        | 0.774228        | -0.03029        | 0.800766        | 1        | Hsbp1          |                                                         |
| ENSMUSG   | -1.41815        | 0.256904        | NA              | -0.72026        | 0.550822        | NA              | -0.69789        | 0.587972        | 1               | -0.2923         | 0.844921        | NA              | 0.405597        | 0.780891        | NA              | -1.12586        | 0.429587        | 1        | Cxcl10         |                                                         |
| ENSMUSG   | -0.04361        | 0.898373        | 0.967005        | 0.130886        | 0.701001        | 0.961868        | -0.17449        | 0.609707        | 1               | -0.20838        | 0.595865        | 0.881176        | -0.03388        | 0.931193        | 0.988925        | 0.164768        | 0.67431         | 1        | Cd44           |                                                         |
| ENSMUSG   | 0.108797        | 0.72898         | 0.901614        | 0.58812         | 0.059632        | 0.523315        | -0.47932        | 0.124813        | 0.965883        | 0.311288        | 0.392855        | 0.77016         | 0.790611        | 0.029318        | 0.368578        | -0.20249        | 0.578302        | 1        | Osmr           |                                                         |
| ENSMUSG   | 0.099363        | 0.508843        | 0.797025        | 0.048157        | 0.749735        | 0.970313        | 0.051206        | 0.734593        | 1               | -0.2197         | 0.201718        | 0.606144        | -0.27091        | 0.116477        | 0.627492        | 0.319065        | 0.06363         | 1        | Cp             |                                                         |
| ENSMUSG   | -4.40929        | 0.030442        | NA              | -4.32644        | 0.033701        | NA              | 0               | 1               | 1               | -2.6608         | 0.264432        | NA              | -2.57795        | 0.279595        | NA              | -1.74849        | 0.431987        | 1        | Serpina3g      |                                                         |
| ENSMUSG   | 3.967647        | 0.077223        | NA              | 3.433971        | 0.129329        | NA              | 0.533676        | 0.800316        | 1               | 1.226066        | 0.620646        | NA              | 0.692389        | 0.781315        | NA              | 2.741582        | 0.293479        | 1        | Serpina3h      |                                                         |
| ENSMUSG   | -0.79751        | 0.759147        | NA              | -0.36524        | 0.887488        | NA              | -0.43228        | 0.86915         | 1               | 2.37176         | 0.451349        | NA              | 2.804037        | 0.370761        | NA              | -3.16927        | 0.308748        | 1        | Serpina3i      |                                                         |
| ENSMUSG   | 2.512734        | 0.340487        | NA              | 3.575762        | 0.168249        | NA              | -1.06303        | 0.672804        | 1               | 0.82375         | 0.785652        | NA              | 1.886778        | 0.528486        | NA              | 1.688984        | 0.585142        | 1        | Serpina3m      |                                                         |
| ENSMUSG   | 0.933112        | 0.067569        | 0.348361        | 0.796007        | 0.119073        | 0.643816        | 0.137105        | 0.787956        | 1               | -0.31337        | 0.594029        | 0.880253        | -0.45048        | 0.44369         | 0.878418        | 1.246486        | 0.034246        | 1        | Serpina3n      |                                                         |
| ENSMUSG   | -0.0678         | 0.624355        | 0.857131        | 0.139295        | 0.313399        | 0.832195        | -0.2071         | 0.135094        | 0.967737        | 0.205383        | 0.201412        | 0.605698        | 0.412482        | 0.010177        | 0.231486        | -0.27319        | 0.088546        | 1        | Vim            |                                                         |
| ENSMUSG   | -0.4955         | 0.07811         | 0.371649        | 0.055645        | 0.843119        | 0.981536        | -0.55115        | 0.050059        | 0.885412        | -0.50628        | 0.118986        | 0.490899        | 0.044869        | 0.890081        | 0.981797        | 0.010776        | 0.973521        | 1        | Gfap           |                                                         |
| ENSMUSG   | -0.72189        | 0.368618        | 0.70618         | -0.902          | 0.262302        | 0.798596        | 0.180102        | 0.823713        | 1               | -1.07199        | 0.246299        | 0.655329        | -1.25209        | 0.17638         | 0.701112        | 0.350098        | 0.703942        | 1        | H2-T23         | 1<br><br>A<br>S<br>T<br>R<br>O<br>C<br>Y<br>T<br>E<br>S |
| ENSMUSG   | 0.12642         | 0.48241         | 0.782747        | 0.455609        | 0.011137        | 0.299313        | -0.32919        | 0.066615        | 0.935832        | -0.06982        | 0.736268        | 0.930761        | 0.259366        | 0.209981        | 0.737619        | 0.196244        | 0.34389         | 1        | H2-D1          |                                                         |
| ENSMUSG   | -0.20162        | 0.467756        | 0.774615        | -0.18011        | 0.517461        | 0.912907        | -0.02151        | 0.939009        | 1               | -0.14373        | 0.654056        | 0.903021        | -0.12222        | 0.703608        | 0.95044         | -0.05789        | 0.855663        | 1        | Ggta1          |                                                         |
| ENSMUSG   | 0.069998        | 0.839507        | 0.946987        | 0.560035        | 0.101912        | 0.610901        | -0.49004        | 0.15288         | 0.97929         | -0.40636        | 0.302386        | 0.703934        | 0.083673        | 0.830628        | 0.975732        | 0.476361        | 0.226233        | 1        | Serping1       |                                                         |
| ENSMUSG   | 0.266222        | 0.421759        | 0.746781        | 0.123029        | 0.712521        | 0.964926        | 0.143193        | 0.666518        | 1               | -0.07797        | 0.836705        | 0.958365        | -0.22116        | 0.561076        | 0.915483        | 0.344194        | 0.364691        | 1        | Gbp2           |                                                         |
| ENSMUSG   | -0.62343        | 0.045665        | 0.289343        | -0.20975        | 0.497504        | 0.908343        | -0.41368        | 0.188491        | 0.979658        | -0.98433        | 0.005721        | 0.109284        | -0.57065        | 0.10674         | 0.613553        | 0.360896        | 0.304481        | 1        | Fbln5          |                                                         |
| ENSMUSG   | 0.043275        | 0.771781        | 0.919025        | 0.111505        | 0.454911        | 0.896838        | -0.06823        | 0.647742        | 1               | -0.07519        | 0.66209         | 0.906065        | -0.00696        | 0.967742        | 0.995398        | 0.118463        | 0.490854        | 1        | Fkbp5          |                                                         |
| ENSMUSG   | -0.84054        | 0.030038        | 0.245223        | 0.114671        | 0.762051        | 0.972927        | -0.95521        | 0.013821        | 0.648683        | -1.0298         | 0.020132        | 0.214269        | -0.07459        | 0.864031        | 0.978111        | 0.189256        | 0.663533        | 1        | Psmb8          |                                                         |
| ENSMUSG   | -0.30531        | 0.160581        | 0.51444         | -0.10883        | 0.614997        | 0.939091        | -0.19649        | 0.372701        | 0.996027        | -0.29768        | 0.234559        | 0.642354        | -0.1012         | 0.684883        | 0.945541        | -0.00763        | 0.975339        | 1        | Srgn           |                                                         |
| ENSMUSG   | 0.115763        | 0.697483        | 0.888776        | -0.42375        | 0.158708        | 0.693481        | 0.53951         | 0.07274         | 0.938721        | 0.39397         | 0.254363        | 0.663391        | -0.14554        | 0.675875        | 0.943916        | -0.27821        | 0.420878        | 1        | Amigo2         |                                                         |
| ENSMUSG   | -0.17675        | 0.694637        | 0.888085        | -0.69539        | 0.126893        | 0.655866        | 0.518645        | 0.256878        | 0.990064        | -0.94119        | 0.067278        | 0.388265        | -1.45984        | 0.004914        | 0.158852        | 0.764449        | 0.135948        | 1        | C3             |                                                         |
| ENSMUSG   | -0.26417        | 0.773744        | NA              | 0.71946         | 0.414296        | NA              | -0.98363        | 0.274642        | 0.99181         | -1.76392        | 0.077039        | NA              | -0.78029        | 0.417828        | NA              | 1.499753        | 0.126091        | 1        | Tgm1           | 2<br><br>A<br>S<br>T<br>R<br>O<br>C<br>Y<br>T<br>E<br>S |
| ENSMUSG   | -1.58113        | 0.455925        | NA              | -1.21898        | 0.560591        | NA              | -0.36214        | 0.868959        | 1               | -1.08744        | 0.656814        | NA              | -0.7253         | 0.764859        | NA              | -0.49368        | 0.834147        | 1        | Ptx3           |                                                         |
| ENSMUSG   | <b>-1.04664</b> | <b>2.68E-05</b> | <b>0.005563</b> | <b>-1.08878</b> | <b>1.34E-05</b> | <b>0.017165</b> | <b>0.042138</b> | <b>0.86894</b>  | <b>1</b>        | <b>-1.39026</b> | <b>1.08E-06</b> | <b>0.000357</b> | <b>-1.4324</b>  | <b>5.39E-07</b> | <b>0.000446</b> | <b>0.343614</b> | <b>0.220356</b> | <b>1</b> | <b>S100a10</b> |                                                         |
| ENSMUSG   | -0.09771        | 0.90033         | NA              | 0.512506        | 0.505334        | 0.910563        | -0.61021        | 0.430625        | 0.996027        | -0.24498        | 0.784491        | NA              | 0.365235        | 0.68033         | NA              | 0.14727         | 0.868806        | 1        | Sphk1          |                                                         |
| ENSMUSG   | 0.314958        | 0.502937        | 0.7939          | -0.12158        | 0.798852        | 0.978381        | 0.436535        | 0.357835        | 0.995411        | -0.07592        | 0.887681        | 0.973916        | -0.51246        | 0.345832        | 0.831106        | 0.39088         | 0.468833        | 1        | Cd109          |                                                         |
| ENSMUSG   | <b>1.260279</b> | <b>0.002191</b> | <b>0.06471</b>  | <b>0.362463</b> | <b>0.386982</b> | <b>0.866418</b> | <b>0.897816</b> | <b>0.028387</b> | <b>0.787307</b> | <b>1.362371</b> | <b>0.004538</b> | <b>0.094917</b> | <b>0.464556</b> | <b>0.339624</b> | <b>0.826888</b> | <b>-0.10209</b> | <b>0.834304</b> | <b>1</b> | <b>Ptgs2</b>   |                                                         |
| ENSMUSG   | 0.353648        | 0.406305        | 0.73449         | 0.11733         | 0.785357        | 0.976151        | 0.236318        | 0.580209        | 1               | 0.638384        | 0.202357        | 0.607107        | 0.402066        | 0.425894        | 0.871336        | -0.28474        | 0.571929        | 1        | Emp1           |                                                         |
| ENSMUSG   | -0.11974        | 0.621289        | 0.855328        | -0.14423        | 0.553079        | 0.925041        | 0.02449         | 0.920283        | 1               | -0.65889        | 0.01682         | 0.196558        | -0.68338        | 0.013387        | 0.265386        | 0.53915         | 0.049306        | 1        | Tm4sf1         |                                                         |
| ENSMUSG   | -0.27627        | 0.747238        | NA              | 0.124371        | 0.883473        | NA              | -0.40064        | 0.640922        | 1               | 1.136303        | 0.285882        | NA              | 1.536942        | 0.146228        | NA              | -1.41257        | 0.181152        | 1        | B3gnt5         |                                                         |
| ENSMUSG   | 0.240867        | 0.594653        | 0.843206        | 0.749193        | 0.093403        | 0.592613        | -0.50833        | 0.252724        | 0.988916        | -0.52061        | 0.305617        | 0.706311        | -0.01229        | 0.980505        | 0.997073        | 0.761478        | 0.135441        | 1        | Cd14           |                                                         |

# Supplementary material for: CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease
**Source:** Acta Neuropathol Commun. 2022 Jun 3;10:83. doi: 10.1186/s40478-022-01379-8
**Supplement:** Supplementary file 12 — Additional file 12. Expression analyses for microglia markers of A1 inducing and reactive microglia (from Liddelow et al., 2017 (40)) in WT, zQ175, CK2α’(+/-) and zQ175:CK2α’(+/-).

**Table S5. Expression analyses for microglia markers of A1 inducing and reactive microglia (from Liddelow et al., 2017)**

| EnsemblID | FC_HD.WT        | P_HD.WT         | Q_HD.WT         | FC_HDHET | P_HDHET  | Q_HDHET  | FC_HD.HD | P_HD.HDH | Q_HD.HDH | FC_HD.HE | P_HD.HET | Q_HD.HET | FC_HDHET | P_HDHET  | Q_HDHET  | FC_HET.W | P_HET.WT | Q_HET.WT | GeneSymbol |                                           |
|-----------|-----------------|-----------------|-----------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|------------|-------------------------------------------|
| ENSMUSG   | -0.04167        | 0.949115        | NA              | 1.018271 | 0.105641 | 0.618342 | -1.05994 | 0.094797 | 0.951321 | -0.45668 | 0.535965 | NA       | 0.603263 | 0.400121 | NA       | 0.415008 | 0.571497 | 1        | Il1a       | P<br>R<br>O<br>-<br>A<br>1                |
| ENSMUSG   | <b>-0.63462</b> | <b>4.71E-05</b> | <b>0.007512</b> | -0.17335 | 0.263496 | 0.79861  | -0.46128 | 0.00323  | 0.437304 | -0.42755 | 0.017655 | 0.200436 | 0.033725 | 0.850884 | 0.976156 | -0.20707 | 0.24681  | 1        | C1qa       |                                           |
| ENSMUSG   | <b>-0.61367</b> | <b>0.000213</b> | <b>0.018214</b> | -0.27581 | 0.095037 | 0.592613 | -0.33787 | 0.042444 | 0.853397 | -0.4178  | 0.02911  | 0.259242 | -0.07993 | 0.675618 | 0.943916 | -0.19588 | 0.303464 | 1        | C1qb       |                                           |
| ENSMUSG   | <b>-0.62004</b> | <b>9.93E-05</b> | <b>0.012198</b> | -0.15161 | 0.338879 | 0.849425 | -0.46843 | 0.003383 | 0.437834 | -0.29917 | 0.104589 | 0.472687 | 0.169265 | 0.356721 | 0.838338 | -0.32087 | 0.079842 | 1        | C1qc       |                                           |
| ENSMUSG   | 1.975231        | 0.505055        | NA              | -1.4665  | 0.632712 | NA       | 3.441735 | 0.249047 | 0.987901 | 3.62898  | 0.296796 | NA       | 0        | 1        | NA       | -1.65375 | 0.641279 | 1        | Tnf        | A<br>C<br>T<br>I<br>V<br>E                |
| ENSMUSG   | -0.03634        | 0.885623        | 0.964622        | -0.19444 | 0.444071 | 0.89254  | 0.158098 | 0.535008 | 0.998825 | 0.105689 | 0.71806  | 0.928412 | -0.05241 | 0.858488 | 0.977027 | -0.14203 | 0.626729 | 1        | Aif1       |                                           |
| ENSMUSG   | -0.3124         | 0.080804        | 0.377034        | 0.102733 | 0.561606 | 0.926814 | -0.41513 | 0.020665 | 0.73565  | -0.35579 | 0.083774 | 0.427952 | 0.059347 | 0.771196 | 0.964767 | 0.043386 | 0.831295 | 1        | Cd68       |                                           |
| ENSMUSG   | -0.02103        | 0.910504        | 0.971056        | 0.370591 | 0.045799 | 0.480457 | -0.39162 | 0.035542 | 0.841866 | 0.082792 | 0.702574 | 0.92183  | 0.474417 | 0.027675 | 0.361059 | -0.10383 | 0.631028 | 1        | Itgam      |                                           |
| ENSMUSG   | -0.11382        | 0.823587        | 0.939818        | 0.721624 | 0.149407 | 0.685753 | -0.83545 | 0.097543 | 0.951321 | -0.3233  | 0.580398 | 0.875162 | 0.512145 | 0.374033 | 0.848688 | 0.209479 | 0.718751 | 1        | Tlr2       |                                           |
| ENSMUSG   | 0.381135        | 0.478002        | 0.781033        | 0.323282 | 0.548561 | 0.924202 | 0.057853 | 0.913968 | 1        | 0.694728 | 0.269213 | 0.677468 | 0.636875 | 0.312242 | 0.810517 | -0.31359 | 0.619569 | 1        | Tlr4       |                                           |
| ENSMUSG   | 0.347073        | 0.798252        | NA              | -0.53898 | 0.697575 | NA       | 0.886049 | 0.521357 | 0.998804 | 1.727011 | 0.295975 | NA       | 0.840962 | 0.615941 | NA       | -1.37994 | 0.404923 | 1        | Il6        |                                           |
| ENSMUSG   | -1.34545        | 0.332724        | NA              | -1.48827 | 0.292862 | NA       | 0.142823 | 0.924581 | 1        | -2.90993 | 0.055534 | NA       | -3.05276 | 0.047949 | NA       | 1.564483 | 0.272829 | 1        | Ccl2       |                                           |
| ENSMUSG   | -1.08583        | 0.335813        | NA              | -0.23632 | 0.83223  | 0.980936 | -0.84952 | 0.453301 | 0.996027 | -0.00411 | 0.997518 | NA       | 0.845411 | 0.518303 | NA       | -1.08173 | 0.407066 | 1        | H2-Aa      |                                           |
| ENSMUSG   | -0.80635        | 0.240393        | NA              | -1.00322 | 0.146874 | 0.683459 | 0.196874 | 0.779119 | 1        | 0.08161  | 0.919236 | NA       | -0.11526 | 0.886689 | NA       | -0.88796 | 0.264514 | 1        | H2-Ab1     |                                           |
| ENSMUSG   | -0.23805        | 0.245373        | 0.607058        | 0.05548  | 0.78518  | 0.976151 | -0.29353 | 0.153676 | 0.97929  | -0.38802 | 0.098727 | 0.4611   | -0.09449 | 0.686104 | 0.94605  | 0.149974 | 0.519948 | 1        | H2-DMa     | M<br>I<br>C<br>R<br>O<br>G<br>L<br>I<br>A |
| ENSMUSG   | -1.10964        | 0.165044        | NA              | 0.250172 | 0.743437 | NA       | -1.35982 | 0.088538 | 0.943855 | -0.73899 | 0.424087 | NA       | 0.620821 | 0.487635 | NA       | -0.37065 | 0.678857 | 1        | H2-DMb1    |                                           |
| ENSMUSG   | -2.83206        | 0.001213        | NA              | -0.6804  | 0.367829 | NA       | -2.15165 | 0.015746 | 0.683595 | -1.32128 | 0.19756  | NA       | 0.830377 | 0.369534 | NA       | -1.51078 | 0.096926 | 1        | H2-DMb2    |                                           |
| ENSMUSG   | -1.4041         | 0.150192        | NA              | -1.95448 | 0.049806 | NA       | 0.550381 | 0.58954  | 1        | -0.36475 | 0.749058 | NA       | -0.91513 | 0.429316 | NA       | -1.03935 | 0.352986 | 1        | H2-Eb1     |                                           |
| ENSMUSG   | -1.41217        | 0.113848        | NA              | -2.24249 | 0.020591 | NA       | 0.830315 | 0.416026 | 0.996027 | -0.8705  | 0.400639 | NA       | -1.70081 | 0.122522 | NA       | -0.54167 | 0.582039 | 1        | H2-Oa      |                                           |
| ENSMUSG   | -0.59732        | 0.371041        | NA              | -0.13365 | 0.839062 | 0.981536 | -0.46367 | 0.491657 | 0.996027 | -0.2387  | 0.758777 | NA       | 0.224978 | 0.769856 | NA       | -0.35863 | 0.638466 | 1        | H2-Ob      |                                           |

# Supplementary material for: CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease
**Source:** Acta Neuropathol Commun. 2022 Jun 3;10:83. doi: 10.1186/s40478-022-01379-8
**Supplement:** Supplementary file 14 — Additional file 14. Marker genes and their mean log2 fold change between zQ175 and zQ175:CK2α’(+/-) mice compared to WT.

Table S6. Marker genes and their mean log2 fold change between zQ175 and zQ175:CK2 $\alpha^{+/+}$  mice compared to WT

| GeneSymbol    | FC_HD.HDHF | P_HD.HDH | Q_HD.HDH | Module WGNA | Synaptic Function | Gene description                                                                                           | Link Genecards                                                                                                                                                                                                |
|---------------|------------|----------|----------|-------------|-------------------|------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Gm30085       | 4.7648641  | 8.54E-05 | 0.081847 |             |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Grm2          | 3.2378454  | 2.45E-05 | 0.039975 | 5           | YES               | Glutamate Metabotropic Receptor 2. Involved in synaptogenesis and/or synaptic stabilization                | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=GRM2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=GRM2</a>                                                                                 |
| Slc30a3       | 3.091492   | 0.000123 | 0.09839  | 5           | YES               | Solute carrier family 30 member 3 (ZnT-3 family membrane transport protein)                                | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=SLC30A3">https://www.genecards.org/cgi-bin/carddisp.pl?gene=SLC30A3</a>                                                                           |
| Gm42598       | 2.8563671  | 7.11E-05 | 0.078997 | 20          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Gm2824        | 2.2739586  | 9.18E-05 | 0.084999 | 19          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Slc17a7       | 2.2325005  | 0.000138 | 0.09839  | 5           | YES               | Vesicular Glutamate transport VGlut1                                                                       | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=SLC17A7&amp;keywords=Slc17a7">https://www.genecards.org/cgi-bin/carddisp.pl?gene=SLC17A7&amp;keywords=Slc17a7</a>                                 |
| Nr4a2         | 2.2250106  | 1.00E-10 | 9.26E-07 | 20          | YES               | Nuclear receptor related 1 protein (NURR1), is a member of the nuclear receptor family of intracellular    | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=NR4A2&amp;keywords=Nr4a2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=NR4A2&amp;keywords=Nr4a2</a>                                         |
| C1ql3         | 1.7864526  | 3.99E-07 | 0.001865 | 5           |                   | C1q/TNF-Related Protein 3, May regulate the number of excitatory synapses that are formed on hippoc        | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=C1QL3&amp;keywords=C1ql3">https://www.genecards.org/cgi-bin/carddisp.pl?gene=C1QL3&amp;keywords=C1ql3</a>                                         |
| lqcl          | 1.7861791  | 6.69E-05 | 0.077457 | 20          | YES               | Calmodulin binding motif protein                                                                           | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=lqcl&amp;keywords=lqcl">https://www.genecards.org/cgi-bin/carddisp.pl?gene=lqcl&amp;keywords=lqcl</a>                                             |
| CZ30012017Rik | 1.7844816  | 0.000134 | 0.09839  | 20          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Gm17807       | 1.4859631  | 8.06E-05 | 0.081402 | 20          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Tbr1          | 1.4502627  | 8.61E-06 | 0.022609 | 5           | YES               | Transcription factor protein important in vertebrate embryo development                                    | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=TBR1&amp;keywords=Tbr1">https://www.genecards.org/cgi-bin/carddisp.pl?gene=TBR1&amp;keywords=Tbr1</a>                                             |
| Cckbr         | 1.3961687  | 3.71E-06 | 0.012901 | 20          | YES               | G protein-coupled receptor for gastrin and cholecystokinin, influence neurotransmission in the brain, re   | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=CCKBR&amp;keywords=Cckbr">https://www.genecards.org/cgi-bin/carddisp.pl?gene=CCKBR&amp;keywords=Cckbr</a>                                         |
| Vxn           | 1.3540086  | 1.01E-07 | 0.000699 | 19          | YES               | Vexin, required for neurogenesis in the neural plate and retina. Strongly cooperates with neural bHLH f    | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=VXN&amp;keywords=Vxn">https://www.genecards.org/cgi-bin/carddisp.pl?gene=VXN&amp;keywords=Vxn</a>                                                 |
| Col5a1        | 1.3206734  | 0.000117 | 0.09839  | 16          |                   | Collagen Type V Alpha 1 Chain, provides instructions for making a component of type V collagen             | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=COL5A1&amp;keywords=col5a1">https://www.genecards.org/cgi-bin/carddisp.pl?gene=COL5A1&amp;keywords=col5a1</a>                                     |
| Nrp2          | 1.10989    | 5.99E-05 | 0.075648 | 5           |                   | Neuropilin 2 interacts with vascular endothelial growth factor (VEGF). This protein may play a role in c   | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=NRP2&amp;keywords=Nrp2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=NRP2&amp;keywords=Nrp2</a>                                             |
| Fbln2         | 1.0300568  | 4.03E-07 | 0.001865 | 19          | YES               | This gene encodes an extracellular matrix protein, which belongs to the fibulin family. This protein bind  | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=FBLN2&amp;keywords=Fbln2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=FBLN2&amp;keywords=Fbln2</a>                                         |
| Csnk2a2       | 0.9857398  | 1.13E-23 | 3.15E-19 | 20          |                   | Protein kinase CK2 alpha prime. Catalytic subunit of CK2 holoenzyme                                        | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=CSNK2A2&amp;keywords=Csnk2a2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=CSNK2A2&amp;keywords=Csnk2a2</a>                                 |
| Pde1a         | 0.9491691  | 1.06E-05 | 0.022609 | 20          | YES               | Calcium/calmodulin-dependent 3',5'-cyclic nucleotide phosphodiesterase 1A                                  | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=PDE1A&amp;keywords=Pde1a">https://www.genecards.org/cgi-bin/carddisp.pl?gene=PDE1A&amp;keywords=Pde1a</a>                                         |
| Cpne4         | 0.815418   | 2.35E-05 | 0.039975 | 19          | YES               | Calcium-dependent membrane-binding proteins may regulate molecular events at the interface of the c        | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=CPNE4&amp;keywords=Cpne4">https://www.genecards.org/cgi-bin/carddisp.pl?gene=CPNE4&amp;keywords=Cpne4</a>                                         |
| Gm45640       | 0.7899246  | 0.00013  | 0.09839  | 20          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Ncald         | 0.7531203  | 3.29E-05 | 0.050717 | 5           | YES               | Neuronal calcium-binding protein that belongs to the neuronal calcium sensor (NCS) family of proteins.     | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=NCALD&amp;keywords=Ncald">https://www.genecards.org/cgi-bin/carddisp.pl?gene=NCALD&amp;keywords=Ncald</a>                                         |
| Basp1         | 0.5603242  | 5.57E-05 | 0.073668 | 19          | YES               | Brain Abundant Membrane Attached Signal Protein 1                                                          | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=BASP1&amp;keywords=Basp1">https://www.genecards.org/cgi-bin/carddisp.pl?gene=BASP1&amp;keywords=Basp1</a>                                         |
| Pgm2l1        | 0.5560045  | 2.08E-05 | 0.038578 | 5           |                   | PGM2L1 (Phosphoglucomutase 2 Like 1) is a Protein Coding gene. Among its related pathways are Me           | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=PGM2L1&amp;keywords=Pgm2l1">https://www.genecards.org/cgi-bin/carddisp.pl?gene=PGM2L1&amp;keywords=Pgm2l1</a>                                     |
| Erc1          | 0.399286+D | 1.02E-05 | 0.022609 | 5           | YES               | RIM-binding protein. RIMs are active zone proteins that regulate neurotransmitter release.                 | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=ERC1&amp;keywords=Erc1">https://www.genecards.org/cgi-bin/carddisp.pl?gene=ERC1&amp;keywords=Erc1</a>                                             |
| Ctsd          | -0.4584743 | 9.26E-06 | 0.022609 | 19          |                   | CTSD gene provides instructions for making an enzyme called cathepsin D.                                   | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=CTSD&amp;keywords=Ctsd">https://www.genecards.org/cgi-bin/carddisp.pl?gene=CTSD&amp;keywords=Ctsd</a>                                             |
| Npc2          | -0.4653114 | 4.68E-05 | 0.068443 | 5           |                   | NPC Intracellular Cholesterol Transporter 2, transports cholesterol through the late endosomal/lysosom     | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=NPC2&amp;keywords=Npc2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=NPC2&amp;keywords=Npc2</a>                                             |
| Elovl7        | -0.7269098 | 0.000135 | 0.09839  | 20          |                   | Fatty Acid Elongase 7. Among its related pathways are Fatty Acyl-CoA Biosynthesis and Metabolism           | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=ELOVL7&amp;keywords=Elovl7">https://www.genecards.org/cgi-bin/carddisp.pl?gene=ELOVL7&amp;keywords=Elovl7</a>                                     |
| Tcn2          | -0.7635684 | 6.45E-05 | 0.077457 | 19          |                   | Transcobalamin II (TC II), a plasma globulin that acts as the primary transport protein for vitamin B12    | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=TCN2&amp;keywords=Tcn2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=TCN2&amp;keywords=Tcn2</a>                                             |
| Rtraf-ps      | -0.8885925 | 0.000132 | 0.09839  | 20          |                   | RNA transcription, translation and transport factor, pseudogene                                            |                                                                                                                                                                                                               |
| BC067074      | -0.9301093 | 1.78E-06 | 0.00706  | 20          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Lyz2          | -1.0403831 | 5.40E-05 | 0.073668 | 20          |                   | antibacterial enzyme lysozyme M (LysM)                                                                     | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=LYZ2&amp;keywords=Lyz2">https://www.genecards.org/cgi-bin/carddisp.pl?gene=LYZ2&amp;keywords=Lyz2</a>                                             |
| Klf4          | -1.136359  | 7.75E-05 | 0.081402 | 20          |                   | Kruppel-like factor 4 is a member of the KLF family of zinc finger transcription factors, which belongs to | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=KLF4&amp;keywords=Klf4">https://www.genecards.org/cgi-bin/carddisp.pl?gene=KLF4&amp;keywords=Klf4</a>                                             |
| Slc18a3       | -1.1761844 | 1.89E-05 | 0.037482 | 20          | YES               | Solute Carrier Family 18 (Vesicular Acetylcholine Transporter), Member 3                                   | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=SLC18A3&amp;keywords=Slc18a3">https://www.genecards.org/cgi-bin/carddisp.pl?gene=SLC18A3&amp;keywords=Slc18a3</a>                                 |
| Gm2991        | -1.6784161 | 0.00012  | 0.09839  | 20          |                   | Unknown                                                                                                    |                                                                                                                                                                                                               |
| Gm42047       | -2.5858568 | 6.38E-06 | 0.019685 | 20          |                   | lncRNA                                                                                                     |                                                                                                                                                                                                               |
| Tmem88        | -3.1280924 | 8.20E-05 | 0.081402 | 9           | YES               | Transmembrane protein 88 Inhibits the Wnt/beta-catenin signaling pathway                                   | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=TMEM88&amp;keywords=Tmem88">https://www.genecards.org/cgi-bin/carddisp.pl?gene=TMEM88&amp;keywords=Tmem88</a>                                     |
| 4933406B17Rik | -3.7325491 | 9.85E-11 | 9.26E-07 | 20          |                   | Long non coding RNA associated with Csnk2a2 promoter regulation                                            | <a href="http://useast.ensembl.org/Mus_musculus/Gene/Summary?db=core;g=ENSMUSG00000110427;r=8-95496430-9">http://useast.ensembl.org/Mus_musculus/Gene/Summary?db=core;g=ENSMUSG00000110427;r=8-95496430-9</a> |
| Ttr           | -6.9107612 | 9.50E-05 | 0.085158 | 13          |                   | Transhyretin. This protein transports vitamin A (retinol) and a hormone called thyroxine throughout the    | <a href="https://www.genecards.org/cgi-bin/carddisp.pl?gene=TTR&amp;keywords=Ttr">https://www.genecards.org/cgi-bin/carddisp.pl?gene=TTR&amp;keywords=Ttr</a>                                                 |

# Supplementary material for: CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in huntington’s disease
**Source:** Acta Neuropathol Commun. 2022 Jun 3;10:83. doi: 10.1186/s40478-022-01379-8
**Supplement:** Supplementary file 18 — Additional file 18. Supplementary Methods.

**CK2 alpha prime and alpha-synuclein pathogenic functional interaction mediates synaptic dysregulation in Huntington’s disease**

Dahyun Yu^1,*^, Nicole Zarate^1,*^, Angel White^1^, De’jah Coates^1^, Wei Tsai^1^, Carmen Nanclares^1^, Francesco Cuccu^1,3^, Johnny S. Yue^1,4^, Taylor G. Brown^1^, Rachel Mansky^1^, Kevin Jiang^1^, Hyuck Kim^1#^,Tessa Nichols-Meade^1^, Sarah N. Larson^2^, Katie Gundry^2^, Ying Zhang^5^, Cristina Tomas-Zapico^6#^, Jose J. Lucas^6,7^, Michael Benneyworth^1^, Gülin Öz^2^, Marija Cvetanovic^1^, Alfonso Araque^1^ and Rocio Gomez-Pastor^1±^.

**Supplementary Methods**

**Cell lines**

Mouse-derived striatal cells STHdh^Q7^ and STHdh^Q111^ (Coriell Cell Repositories) were grown at 33ºC in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U ml^-1^ penicillin/streptomycin and 100 ug ml^-1^ G418 (Gibco), as previously described (11).

**Mouse strains**

All reported data abides to the ARRIVE guidelines for reporting animal research. For this study we used a full-length knock-in mouse model of HD known as zQ175 on the C57BL/6J background (B6J.zQ175 KI mice (Stock No. 027410)), which harbors a chimeric human/mouse exon 1 carrying an expansion of ∼188 CAG repeats and the human poly-proline region (27). WT (C57BL/6) animals were used as controls. CK2α′ heterozygous mice (CK2α′^(+/−)^) on the 129/SvEv-C57BL/6J background (Taconic Biosciences TF3062) were originally obtained from Dr. Seldin (Boston University) (71). CK2α′^(+/−)^ were crossbred with WT and zQ175 for more than 10 generations prior to selecting the founder animals of the study. All mice used have the C57BL/6J background. All mice were housed under standard SPF conditions in a conventional 12:12 *light*/*dark* cycle. All experiments were conducted during the light cycle. Mice were bred as previously described ^11^ to generate the following genotypes: WT (CK2α′^(+/+)^ HTT^(0/0)^), CK2α′^(+/−)^ (CK2α′^(+/−)^ HTT^(0/0)^), zQ175 (CK2α′^(+/+)^ HTT^(Tg/0)^), zQ175;CK2α′^(+/−)^ (CK2α′^(+/−)^ HTT^(Tg/0)^). Animals were analyzed at 3, 6, 12, and 22 months of age. We also used samples from 5 month WT (mixed background CBA x C57BL/6), R6/1, SNCA^KO^, and R6/1SNCA^KO^ obtained from Dr. Lucas. Sample size was set to a minimum of three animals per genotype for every analysis. When possible, at least two females and two males were used for each genotype and age. Littermates of the same sex were randomly assigned to experimental groups. All animal care and sacrifice procedures were approved by the University of Minnesota Institutional Animal Care and Use Committee (IACUC) in compliance with the National Institutes of Health guidelines for the care and use of laboratory animals under the approved animal protocol 2007-38316A.

**SNCA siRNA or overexpressing plasmid transfection**

For SNCA knock-down, ST*Hdh* cells were transfected with FlexiTube siRNA (1 nmol) from Qiagen (Ms_SNCA; SI04945570;SI04945563;SI04945556;SI00183155) using DharmaFECT1 per manufacturer’s guidelines. As a negative control, we used scramble siRNA-A (Santa Cruz sc-37007).  For SNCA overexpression EGFP WT-alpha synuclein plasmid (#40822) from Addgene was transfected using 3 ug. As a control, cells were transfected with 3ug of a pEGFP-C1 plasmid (Clontech). Cells were collected 24 h after transfection. RNA was extracted from STHdh cells and mouse striatal tissues by using the RNeasy extraction kit (Qiagen) according to the manufacturer's instructions.

**RNA preparation and RT-qPCR**

RNA was extracted from STHdh cells and mouse striatal tissues by using the RNeasy extraction kit (Qiagen) according to the manufacturer's instructions. cDNA for all samples was prepared from 1 μg RNA using the Superscript First Strand Synthesis System (Invitrogen) according to the manufacturer's instructions. SYBR green based PCR was performed with SYBR mix (Roche). The primer sequences for target genes were as follows: CK2α’ forward: 5’- CGACTGATTGATTGGGGTCT-3’ reverse: 5’- AGAATGGCTCCTTTCGGAAT-3’, IL-6 forward: 5’- AGTTGCCTTCTTGGGACT-3’ reverse: 5’-TCCACGATTTCCCAGAGAAC-3’, PSD-95 (Dlg4) forward: 5’-CCGACAAGTTTGGATCCTGT-3’, reverse: 5’-ACGGATGAAGATGGCGATAG, Drd1 forward: 5’-AAGATGCCGAGGATGACAAC-3’, reverse:5’-CCCTCTCCAAAGCTGAGATG-3’, Drd2 forward: 5’-TATGCCCTGGGTCGTCTATC-3’, reverse: 5’-AGGACAGGACCCAGACAATG-3’, Darpp32(PPP1R1B) forward: 5’-CCACCCAAAGTCGAAGAGAC-3’, reverse: 5’-GCTAATGGTCTGCAGGTGCT-3’, GAPDH (used as an internal control gene) forward: 5’-AACTTTGGCATTGTGGAAGG-3’ reverse: 5’-ACACATTGGGGGTAGGAACA-3’. The qPCR amplification was performed using the LightCycler 480 System (Roche). Each sample was tested in triplicate and normalized to GAPDH levels. For analysis, the 2 ^ΔΔCt^ method was used to calculate the relative fold gene expression of samples.

**Immunoblot analysis**

Sample preparation and immunoblotting were performed as previously described (11). Protein extracts were prepared in cell lysis buffer (25 mM Tris pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton-X100 and 0.1% SDS). Primary antibodies were anti-CK2α’ (Novus NB100-379 and Proteintech 10606-1-AP), anti-Iba1 (FUJIFILM Wako 019-19741), α-syn (Biolegend 834303 clone 4D6), pS129-α-syn (Millipore MABN826, clone 81A and EP1536Y Abcam ab51253), GAPDH (Santacruz sc-365062).

**Immunohistochemistry**

Mice were anesthetized with Avertin (250 mg/kg Tribromoethanol) and perfused intracardially with 25mM Tris-base, 135mM Nacl, 3mM KCl, pH 7.6 supplemented with 7.5 mM heparin, as previously described (11). Brains were dissected, fixed with 4% PFA in TBS at 4°C for 4-5 days, cryoprotected with 30% sucrose in TBS for 4-5 days and embedded in a 2:1 mixture of 30% sucrose in TBS:OCT (Tissue-Tek). Immunostaining was performed as previously described (11). Sample preparation was performed as previously described (11). Fluorescent images were acquired on an epi-fluorescent microscope (Echo Revolve) or confocal microscope (Olympus FV1000). Primary antibodies used and dilutions are as follows: α-syn (Mouse, Biolegend 834303, 1:1000), pS129-α-syn (Mouse, Millipore MABN826, 1:500 and Rabbit, D1R1R Cell signaling technology 23076S, 1:200), CK2α’ (Rabbit, Proteintech 10606-1-AP, 1:500), Ctip2 (Rat, Abcam ab18465, 1:500), complement component C3d (Goat, R&D Systems AF2655, 1:200),  Glial fibrillary acidic protein GFAP (Rabbit, Invitrogen PA1-10019, 1:500), S100 Calcium Binding Protein B S100b (Rabbit, Abcam ab41548, 1:500), glutamine synthetase GS (Mouse, BD Biosciences 610517, 1:1000 and Rabbit, Abcam 49873, 1:500), HTT (Mouse, Millipore, clone mEM48  Mab5374, 1:100, and Rabbit, Abcam ab109115, 1:500), Iba1 (Rabbit, FUJIFILM Wako 019-19741, 1:200), NeuN (Mouse, Millipore MAB377, 1:1000), IL-6 (Mouse, Santa Cruz Bio sc-32296, 1:100).  For cell number (Ctip, GS, NeuN, Iba1, DAPI) the Cell counter plugin from ImageJ software was used and normalized to the image area (300μm^2^). EM48^+^ aggregates were counted using annotations in the Echo Revolve software and validated using the Puncta Analyzer plugin in ImageJ. Number of pS129-α-syn/EM48 puncta was calculated using the Puncta Analyzer plugin in ImageJ.

**Cytokine and chemokine array**

The Proteome Profiler Mouse Cytokine Array Panel (ARY006, R&D Systems) was used to detect the levels of cytokine/chemokine of the mouse brain as per manufacturer’s instructions. Frozen striatum from 12 - 14 months was homogenized in PBS containing Halt protease inhibitor cocktail and phosphatase inhibitors (Fisher Scientific) and 1% triton X-100 (Sigma). Samples were stored at -80°C for 15 min, thawed and centrifuged at 10,000 × g for 5 min to remove cell debris. A total of n=6 mice/genotype with a female(F)/male(M) ratio (3F/3M WT, 5F/1M zQ175, and 4F/2M zQ175:CK2α’^(+/-)^) were analyzed. Samples were grouped in three different pools for each genotype: pools 1 and 2 contained three different mice per genotype, pool 3 contained a randomized selection of 3 mice/genotype out the n=6 mice cohort. Similar numbers of male and female mice were evaluated. Data was analyzed using ImageJ software and presented as an average signal of three independent pool assays, calculating pairs of duplicate spots corresponding to 40 different cytokines or chemokines.

**Cresyl Violet staining**

Coronal brain slices were mounted on Fisherbrand Superfrost Plus Microscope Slide and dried at 37 ºC overnight. Dried sections were incubated with 0.2% Cresyl violet acetate (Sigma #C5042) pH 3.7 for 8 minutes. Samples were then dehydrated in 80%, 95%, and 100% Ethanol solution for two minutes each followed by Xylene incubation. Slides were dried and mounted with permount (#SP15-500) and imaged on a Leica DM2500. Neurons were identified as round light blue cells and manually counted.

**Electrophysiological analyses**

Acute dorsolateral striatum coronal slices (350 μm thick) were obtained from approximately 12 months old mice using a vibratome, and processed as previously described (72). Researchers were blind to the mouse genotype. The brain was quickly removed after decapitation and placed in ice-cold artificial cerebrospinal fluid (ACSF). Slices were incubated for at least 1h before use in a chamber at room temperature (21–24 ºC) in ACSF containing (in mM): NaCl 124, KCl 2.69, KH_2_PO_4_ 1.25, MgSO_4_ 2, NaHCO_3_ 26, CaCl_2_ 2, ascorbic acid 0.4, and glucose 10, and continuously bubbled with carbogen (95% O_2_ and 5% CO_2_) (pH 7.4). Slices were then transferred to an immersion recording chamber and superfused at 2 mL/min with gassed ACSF at 30-32 ºC and visualized under an Olympus BX50WI microscope (Olympus Optical; Japan). To study excitatory postsynaptic currents (EPSCs) picrotoxin (50 µM) and CGP54626 (1 µM) were added to the solution to block the GABA_A_ and GABA_B_ receptors, respectively. Whole-cell electrophysiological recordings were obtained from medium spiny neurons (MSNs) using patch electrodes (3–10 MΩ) filled with an internal solution containing (in mM): KMeSO_4_ 135, KCl 10, HEPES-K 10, NaCl 5, ATP-Mg 2.5, GTP-Na 0.3 (pH 7.3). Recordings were obtained with a PC-ONE amplifier (Dagan Instruments; Minneapolis, MN, USA). Membrane potentials were held at −70 mV. Signals were filtered at 1 kHz, acquired at a 10 kHz sampling rate, and fed to a Digidata 1440A digitizer (Molecular Devices; San Jose, CA, USA). pCLAMP 10.4 (Axon Instruments, Molecular Devices; San Jose, CA, USA) was used for stimulus generation, data display, data acquisition, and data storage. To record evoked EPSCs, theta capillaries filled with ACSF were used for bipolar stimulation and placed in the vicinity of the cell patched in the dorsolateral striatum. Input–output curves of EPSCs were made by increasing stimulus intensities from 0 to 100 μA (WT, n = 8; zQ175, n = 9; zQ175:CK2α’^(+/-)^ n = 13). Paired-pulse facilitation was done by applying paired pulses (2 ms duration) with 25, 50, 75, 100, 200, 300, and 500 ms inter-pulse intervals. The paired-pulse ratio was calculated by dividing the amplitude of the second EPSC by the first (PPR=EPSC-2/EPSC-1). Synaptic fatigue was assessed by applying 30 consecutive stimuli in 15 ms intervals. For miniature EPSCs (mEPSCs) tetrodotoxin (TTX; 1 μM) was added to the solution. Amplitud and frequency was analyzed from WT, n = 10; zQ175, n = 9; zQ175:CK2α’^(+/-)^ n = 12). Short term potentiation was analyzed from WT, n = 8; zQ175, n = 9; zQ175:CK2α’^(+/-)^ n = 11. Short term depression was analysed from WT, n = 7; zQ175, n = 9; zQ175:CK2α’^(+/-)^ n = 12.

**RNA-Seq Analyses**

Gene expression analysis was carried out using the CHURP pipeline ([HTTps://doi.org/10.1145/3332186.3333156](https://doi.org/10.1145/3332186.3333156)) using n=5 mice/genotype for WT, zQ175, and zQ175:CK2α’^(+/-)^ and n=3 mice for CK2α’^(+/-)^, with a female (F)/male (M) ratio: 4F/1M WT, 1F/2M CK2α’^(+/-)^, 2F/3M zQ175, 4F/1M zQ175:CK2α’^(+/-)^. Read quality was assessed using FastQC ([HTTp://www.bioinformatics.bbsrc.ac.uk/projects/fastqc](http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc)). Raw reads were then trimmed to remove low quality 3’ ends and adaptor contamination using Trimmomatic with the following parameter: ILLUMINACLIP:all_illumina_adapters.fa:4:15:7:2:true LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:18 (74). Processed reads were aligned to mouse reference genome GRCm38 via HiSat2 (PMID: 31375807) using default parameters. Post-alignment cleaning removed duplicated mapping, unmapped reads, and reads with MAPQ<60. Gene-level expressions were quantified using Subread (PMID: 24227677), and differential gene expression was determined with DESeq2 using default setting (PMID: 25516281). 

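The deposited values are the Subread counts, before any step of DESeq2. With DESeq2's default settings on these counts, 855 genes passed an adjusted p of 0.1 between zQ175 and WT mice, 404 higher and 451 lower, and 223 of them were among the 230 that passed in edgeR. Between CK2α’(±) and WT mice 11 genes passed with DESeq2 and 3 with edgeR, where a simulation without any change between these 2 groups gave 14 with DESeq2 and 0 with edgeR. In data simulated from these libraries with 200 genes changed by a log2 fold change of 1, edgeR recovered 83.5% of the changed genes and 8.24% of its 182 calls were unchanged genes, while DESeq2 recovered 89.5% and 21.8% of its 229 calls were unchanged genes. A single data set was simulated, with edgeR's dispersions, on genes kept by filterByExpr and without outlying mice. DESeq2 tested 20912 genes there and 37559 in its default fit of the real counts. The simulated values are therefore not error rates of the 2 tools on the real counts.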

Genes with a q < 0.1 were considered significant. Outliers’ identification was performed using Cook’s distance (DESeq2), which is a measure of how much a single sample is influencing the fitted coefficients for a gene. Driver factors of gene expression variance (genotype and/or sex) were evaluated using R package variance Partition. Pathway and clustering analysis were completed with Ingenuity Pathway Analysis (Ingenuity Systems: RRID: SCR_008653) and gProfiler2 (PMID: 31066453). Data visualization was done using various R graphic packages, including ggplo2, ggraph, and DESeq2 visualization functions. The RNA-seq data set generated in this manuscript has been deposited at GEO (accession number GSE160586). Reviewer token “**gpqrigisbxgprqf”.**

**WGCNA Analysis**

Genes with less than 10 counts in more than 90% of samples were removed from WGCNA analysis (75). The count-based gene expressions were first transformed using a variance stabilizing method via DESeq2 vst function. The WGCNA R package (v1.69) was used to construct an unsigned gene co-expression network with a soft threshold power [beta] of 6. Nineteen tightly connected modules were detected, while genes that were not connected to the 19 modules were collected in the 20^th^ “grey” module. WGCNA defines the expression of a given module by averaging module gene expressions, which is also called module eigengene expression. We used a non-parametric Kruskal-Wallis test (p value < 0.05), to identify modules that differed significantly among mouse samples with different genotypes. For example, the “Greenyellow” module differs significantly between zQ175 mice and zQ175:CK2α’^(+/-)^ mice. Data for the Greenyellow module were exported using a Cytoscape format for visualization. Network figures are limited to the top 10% of genes with the strongest network connections (the topological overlap threshold was raised until only 10% of genes remained). The network modules are color coded by the differential expression between zQ175 mice and zQ175:CK2α’^(+/-)^ mice: blue, downregulated in zQ175 compared to ZQ175:CK2α’^(+/-)^ mice; red, upregulated in zQ175 compared to ZQ175:CK2α’^(+/-)^. The size of the circles is scaled by the absolute value of the mean log2 fold change between zQ175 and ZQ175:CK2α’^(+/-)^ mice.

**Measurement of striatal volume**

For volumetric analysis of striatum, coronal RARE images were used. The images had an in-plane resolution of 0.125 mm x 0.125 mm and 1 mm slice thickness. All volumetric quantifications were performed using ImageJ. The perimeter of the striatum was traced using a polygon selection tool and the volume measurement was performed by running Measure Stack plugin on ImageJ. All quantitative analyses were conducted blindly with respect to mouse genotype.

**Behavioral assays**

Sample sizes were calculated using GraphPad Prism 9.0 and GPower 3.1. and determined a minimum sample size of 6 mice per group to detect differences between WT versus zQ175 groups with a power of ≥ 0.8.

*Barnes Maze***:** The Barnes maze is a dry-land maze test for spatial learning and memory. It consists of a circular platform with 20 holes along the perimeter (San Diego Instruments). Spatial cues were placed on all four walls of the behavioral testing room, lit to 300 lx during testing. Mice were acclimatized to the testing room for 30 min at the beginning of each training session. Training days consisted of 4 trials per day for 4 days. Training trials ended when the subject climbed into the escape box within the goal quadrant located under 1 of the holes or when the maximum trial duration of 180 s was reached. Subjects were run in small groups of six mice or less, so that no more than 20 min passed between trials for a given animal during training. On the day following the last training trial, memory was assessed in single 90 s probe trial tests, where the target escape box in the goal quadrant was replaced with a false box cover identical to the other 19 holes, and the exploration pattern of each subject was examined.

*Barnes Maze Reversal*: The Barnes Maze Reversal was conducted in the same way as Barnes Maze as described above besides two differences: Test consisted of 2 training days as opposed to 4 in the Barnes Maze, and the escape hole was located on the opposite side of the maze.

*Cylinder Test*: Mice were placed in a transparent glass cylinder (40 cm length and 20 cm in diameter, made in house). The number of forelimb contacts while rearing against the wall of the cylinder was scored manually for 5 mins to examine asymmetric motor impairments.

*Delay Fear Conditioning*: The test was conducted in a chamber (Interior: 23.5"x 28"x 12.5", Exterior: 25"x 29.5”x14") equipped with a speaker and a stainless-steel foot shock grid floor (Med Associates Inc.). On Day 1, mice were trained on a 9-min training session in a testing chamber. Then, animals received 5 paired light (15-20 lx) and tone cues (8000Hz, 80 dB; Rise/fall 10ms) immediately followed by a foot shock (0.7 mA), with 60 second-intertrial intervals. Mice were then removed from the chamber and returned to its home cage. 24 h after training (Day 2), mice were re-exposed to the test chamber (no cue presentation) for 3 mins and context-dependent freezing was recorded for baseline freezing measurement. Then, mice spent 6 mins in a test chamber which presents paired light and tone cues in the last 2 mins of testing to induce cued freezing. Data collection and analysis were semi-automated via video-monitoring fear-conditioning apparatus (Med Associates, Inc.).

***Open Field Test*:** The pattern of exploration is used as a measure of anxiety-like behavior. Activity chambers (20”x20”x10”, made in house) were equipped with light intensity of 250 lx. Mice were placed in the center of the chamber and their behavior was recorded using ANY-maze software for 30 mins. The test arena was divided into a center and periphery zone. The periphery was a ~3.5-inch-wide zone adjacent to the walls and was used to determine thigmotactic behavior. Analyses were performed on the following five measures: total locomotion (distance traveled), locomotion in the inner or outer zone, and velocity in the light phase of the cycle.

*Y-Maze*: This test evaluated short-term spatial and working memory on a Y-maze apparatus (made in house) with three arms (15.75” × 3.5” × 7.25”) at a 120 ° angle. Animals were first moved to a testing room and habituated for 15-30 mins while setting up the apparatus. To measure spatial short-term memory, one of the three arms of the maze (“Novel Arm”) was blocked and the mouse was placed in the start arm, allowed to explore the other two arms for 10 mins while the time spent in each zone was recorded. Then, the mouse was transferred to its cage for 60-min of inter-trial interval before the test trial. Mice were then returned to the initial arm and allowed to wander around all three arms of the maze for 5 mins. Time spent in each arm and the number of entries into each arm were recorded. Spontaneous alternation task was used to assess spatial working memory and was performed at least 20 hours after the spatial memory task. In this task, the innate response of a mouse to a new environment was evaluated. Alternation was defined as entry into all three arms, e.g., ABC, BCA, or CAB, but not CAC. The mouse was habituated in the testing room for 15-20 mins while setting up the apparatus. The animal was then placed in one arm of the maze and was allowed to move freely all three arms for 5 minutes. Latency to exit the start arm, the number and pattern of arm choices were recorded.

**Magnetic resonance imaging and spectroscopy**

How the deposited data were processed for this re-analysis (not part of the article)

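RNA from the striatum of 18 mice aged 12 to 14 months was sequenced, 5 WT, 5 zQ175, 3 CK2α’(±) and 5 zQ175:CK2α’(±), with 1 library per mouse and no pooling. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with HISAT2, and removed duplicated mappings, unmapped reads and reads of low mapping quality. They deposited the read counts per gene that Subread produced through the CHURP pipeline, as raw counts without normalization. The deposited gene lengths are other values, the summed exon lengths in bases of the annotation the authors counted on. Whether the counting used the strand is not named in the paper's text, so genes that overlap another gene carry an uncertainty that was not resolved here. The labels give no sex and no sequencing batch for a library. The condition of each library was taken from its label, in which the knock-in is zQ175 and the heterozygote is CK2α’(±).

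The table held 55421 genes, of which 37580 had any count. Total counts per library ranged from 13612381 to 22702547 with a median of 18005044. Correlations of log2 CPM between libraries of a group lay between 0.950 and 0.972. The counts come from reads after removal of duplicated mappings, and whether duplicate reads were also removed is not stated. Whether the spread between mice or counting error set the precision of a value was not tested.

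Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, on the 20914 genes kept by filterByExpr, in a single fit of all 18 libraries with genotype as the only factor. The comparisons were zQ175 against WT, zQ175:CK2α’(±) against WT, zQ175 against zQ175:CK2α’(±), CK2α’(±) against WT, and the interaction of the zQ175 and CK2α’(±) genotypes. A gene passed at a Benjamini-Hochberg adjusted p (FDR) under 0.1, and every adjusted p of a single gene comes from edgeR unless DESeq2 is named. Log2 CPM used a prior count of 2. Standard errors given with edgeR's values were the absolute log2 fold change divided by the square root of the F statistic. Both tools were tested on simulated data, in which 200 genes were changed by a log2 fold change of 1.

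Modules were taken from the authors' list, since the software for building the network was not available, and the pathway and ontology analyses were not used here. Of the list, 21006 genes were read and 41 were not, because their text was damaged. The paper counts 21100 genes in its modules, and the rest were not found in the list as read. Eigengenes were the first principal component of DESeq2 variance-stabilized values, standardized per gene, and groups were compared with exact two-sided rank-sum and permutation tests. Connectivity used the soft threshold power of 6. Scores of gene lists were the mean z-score of log2 CPM per mouse. Shares of variance per gene were computed for genotype and for the Xist level.

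The genes named were those the paper names for its RNA-seq data, the genes of the CK2 subunits, Htt, Slit1, Ncald, Hspa1a, Hspa1b, Hspb1, Xist, Y-linked genes, Drd1, Drd2 and Dlg4, and in each comparison the 5 genes with the largest change among those that passed FDR 0.1 and did not overlap between the groups. Another gene under this rule is not reported here. The alternatives tried were DESeq2 with default settings, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in 10% of the libraries, only the 2 groups compared, the replicate number as a block, the Xist level as covariate, a robust quasi-likelihood fit, FDR 0.05, other transformations and tests for the modules, and leaving out each mouse in turn. DESeq2 on genes with at least 10 counts in total, and the glial lists with only the genes printed in Tables S4 and S5, were added after the values were seen. The plan named the genes of those tables, and the lists that were run differ from them by 5 added genes and by Hspb1 in place of Hsbp1.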

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

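The tests of cortical and choroid plexus markers, of genes near Csnk2a2, and of other splits of the libraries in edgeR were planned before the data were examined, as were the settings of the comparisons, and the other tests given here were chosen only after the result was seen.

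In each group of 5 mice, the gap between the most extreme mouse and its nearest neighbour was divided by the range of the group, for 50 measures in 150 groups. The ratio was above Dixon's critical value in 18 groups, where chance gives 7.50. Of the 18, zQ175 replicate 1 had 4, zQ175 replicate 5 had 3, and zQ175 replicate 3 and zQ175:CK2α’(±) replicate 2 had 2 each. The measures share genes and mice, so the 18 groups are not independent.

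The Greenyellow eigengene of zQ175 replicate 5 was far above the other zQ175 mice (ratio 0.756), as were its hippocampus marker score (0.773) and its level of Slc30a3 (0.799). The separation of zQ175 from zQ175:CK2α’(±) mice in this module did not rest on this mouse alone, since all remaining zQ175 mice lay above all zQ175:CK2α’(±) mice. The exact two-sided rank-sum p without it was 0.0159, the smallest that these numbers of mice allow. The module was formed with this mouse included and was singled out for its low p in this comparison, so this is not an independent test. Without zQ175 replicate 5, 13 of the 39 genes of the CK2α’ RNA signature passed in DESeq2, and without another zQ175 mouse between 17 and 34. Without a zQ175:CK2α’(±) mouse, between 18 and 30 of the 39 passed, so the loss was not particular to zQ175 mice. The 39 genes are the calls of this fit with all mice, so this count could only stay or fall when a mouse was left out, and without a WT mouse it was between 35 and 38. Over all genes, 17 passed without zQ175 replicate 5, and 23, 55, 33 and 119 without replicates 1, 2, 3 and 4. Without a zQ175:CK2α’(±) mouse, between 20 and 48 passed over all genes. Tissue from outside the striatum is a candidate explanation that could not be separated from genotype. With the score of cortical glutamatergic markers as covariate, 7 of the 39 genes passed in DESeq2 on genes with 10 counts in total, where 39 passed without it. Scores of other cell types and regions also lowered this count, to 7 with cholinergic interneuron, 16 with oligodendrocyte, 28 with striatal projection, 35 with choroid plexus and 38 with claustrum and deep layer markers, so the drop was not specific to the cortex, and with the cortical score 53 genes passed in all. A score of the 14 cortical markers outside the module and the 39 genes was compared with the eigengene over 18 mice. Pearson r was 0.520 (permutation p = 0.0129, adjusted p = 0.0386 over 3 relations) and Spearman rho was 0.511 (permutation p = 0.0324, adjusted p = 0.0971). Without the 2 mice farthest from the median score, zQ175 replicates 5 and 2, r was 0.189 and rho was 0.338. The size of r therefore rests largely on these 2 mice, and that of rho less so. The score of all 18 cortical markers, which was the covariate, was itself higher in zQ175 than in zQ175:CK2α’(±) mice, which means that it also removes a difference due to genotype. Of these markers 4 belong to the Greenyellow module, and the score of the other 14 differed by 0.388 between the 2 groups (exact two-sided permutation p = 0.0556), a test added after the values were seen. With the hippocampus score, 5 of the 39 genes passed, and r fell from 0.830 (permutation p = 0.0517, adjusted p = 0.0775) to 0.139 without the 2 farthest mice, zQ175 replicates 5 and 1, with a Spearman rho of 0.0733 (permutation p = 0.773, adjusted p = 0.773) over all 18. Thalamic tissue was not the source by these tests, since 33 of the 39 genes passed with that score as covariate and r was -0.0235 (permutation p = 0.950, adjusted p = 0.950) with a Spearman rho of 0.201 (permutation p = 0.420, adjusted p = 0.631). Library size did not separate zQ175 from zQ175:CK2α’(±) mice (exact two-sided permutation p = 0.357). The difference in genotype was therefore not separated from a difference in the share of RNA from other cell types, of which the cortex is 1 candidate. The score of the hippocampus markers outside the module was 1.84 in zQ175 replicate 5 and at most 0.179 in each other mouse. The other zQ175 mice lay between -0.540 and -8.4e-05 and overlapped the zQ175:CK2α’(±) mice, which lay between -0.298 and 0.157. Each marker was standardized over all 18 mice, so that extreme mouse draws the others together. The score was not recomputed without it, so hippocampal RNA was not excluded for the module difference that remained.

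Ttr in zQ175:CK2α’(±) replicate 2 (ratio 0.842) and the choroid plexus score of the same mouse (0.862) were far above the other zQ175:CK2α’(±) mice, and the choroid plexus score of zQ175 replicate 2 was below the other zQ175 mice (0.751). The 4 mice highest in Ttr were the 4 highest in the other choroid plexus markers, which has an exact probability of 0.000327 by chance. With the score of these markers as covariate, the log2 fold change of Ttr between zQ175 and zQ175:CK2α’(±) mice was 0.12 (standard error 0.457, unadjusted p = 0.800 in edgeR, adjusted p = 0.989), where it was -6.92 without. Among the other 14 mice, the 2 measures had a Spearman rho of 0.121 (permutation p = 0.679). Choroid plexus tissue in some samples is therefore a candidate explanation for the difference in Ttr.

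No technical or biological explanation was tested for the remaining single mice. They were zQ175 replicate 1 in Ppp1r1b (ratio 0.733), Bcr (0.717), Aif1 (0.732) and Drd1 (0.794), where it was the lowest of its group, zQ175 replicate 3 in Hspa1a (0.719) and Hspb1 (0.741), where it was the highest, WT replicate 1 in Slc17a7 (0.868), WT replicate 4 in Slc30a3 (0.828), zQ175:CK2α’(±) replicate 5 in Aif1 (0.720), zQ175:CK2α’(±) replicate 4 in C1ql3 (0.711), zQ175:CK2α’(±) replicate 1 in the A1-inducing microglia score (0.785), each the lowest of its group, and zQ175:CK2α’(±) replicate 3 in the hippocampus score (0.762), the highest. zQ175 replicate 1 also had the highest thalamus marker score of the 18 mice, 1.76, and whether tissue from outside the striatum lowered these genes in it was not tested. Library size did not differ between zQ175 and WT mice as groups (exact two-sided permutation p = 0.357), which does not address single mice.

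The effect of CK2α’(±) on BC067074 differed between mice with and without the zQ175 allele, with an interaction of 1.79 on the log2 scale (standard error 0.294, adjusted p = 0.0951 in edgeR). It was 13.2 ± 1.59 CPM (SD, n = 5) in WT, 7.24 ± 0.697 CPM (SD, n = 3) in CK2α’(±), 9.70 ± 2.80 CPM (SD, n = 5) in zQ175 and 18.5 ± 4.86 CPM (SD, n = 5) in zQ175:CK2α’(±) mice. Over the alternatives other than leaving out a mouse, the adjusted p ranged from 1.35e-05 to 0.430. Of 100 splits of the libraries, with the real one among them, 14 gave at least as many genes for the interaction. A count of 1 gene is therefore within what other splits give.

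In CK2α’(±) against WT mice, 4933406B17Rik was higher by a log2 fold change of 3.81 (standard error 0.672, adjusted p = 0.0872 in edgeR, from 1.4e-06 to 0.416 over the alternatives other than leaving out a mouse), in 3 of 3 CK2α’(±) mice against 5 WT mice. Crnde, with at most 3 counts in CK2α’(±) mice and 8 to 47 in WT mice, was at least 8.47-fold lower (adjusted p = 0.0250 in edgeR), and its span overlaps Gm21817. Both lie near Csnk2a2 on chromosome 8. Within 10 Mb of Csnk2a2, 2 of 168 genes (these 2) passed in edgeR between CK2α’(±) and WT mice or between zQ175 and zQ175:CK2α’(±) mice, against 1 of 20745 elsewhere (Fisher's exact p = 0.000191), and with DESeq2's calls 4 of 284 against 43 of 37274 (Fisher's exact p = 0.000442). Crnde did not follow allele number over all 18 mice (exact two-sided permutation p = 0.248). It was 2.92 CPM in zQ175:CK2α’(±) mice, which carry the same knockout allele. Linked DNA shared by all mice with that allele therefore does not account for Crnde. Whether the linked DNA differs between CK2α’(±) and zQ175:CK2α’(±) mice was not tested. Without counting Crnde, a test added after the values were seen, 1 of 168 genes near Csnk2a2 passed in edgeR against 1 of 20745 (Fisher's exact p = 0.0160), which rests on 4933406B17Rik alone, and 3 of 284 in DESeq2 against 43 of 37274 (Fisher's exact p = 0.00511). For 4933406B17Rik, which followed allele number without overlap, linked DNA is a candidate explanation, as it is for 1 of the other 2 genes that DESeq2 called near Csnk2a2, which also followed allele number without overlap (exact two-sided permutation p = 2.29e-05). The last of the 4 was not tested, and an effect of the kinase itself was not separated from it. A wrong label of the CK2α’ allele was not seen, as Csnk2a2 separated the 8 libraries with 1 allele from the 10 others fully (exact two-sided permutation p = 2.29e-05), which cannot show a swap between mice with and without the zQ175 allele.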

How the results depend on the processing

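The number of genes past the threshold depended on the tool and the filter. Between zQ175 and WT mice it was 230, and it became 855 with DESeq2's default settings, 885 with DESeq2 on genes with 10 counts in total (chosen after seeing the data), 451 without a low-count filter, 51 at FDR 0.05, and 0 with only the 2 groups in the fit, where 2337 genes had an unadjusted p under 0.05. Of the 230, 223 were among the 855. It was 223 with DESeq2's size factors, 202 with 10 counts in 10% of samples, 159 with the Xist level and 313 with robust quasi-likelihood. Between zQ175:CK2α’(±) and WT mice the 3 genes became 123 with either DESeq2 setting, 85 without a filter, 6 with the robust fit, 1 with only the 2 groups and 1 at FDR 0.05. Between zQ175 and zQ175:CK2α’(±) mice the 3 became 39 with either DESeq2 setting and 51 without a filter. Between CK2α’(±) and WT mice the 3 became 11 with either DESeq2 setting, 19 without a filter and 0 with only the 2 groups (730 with an unadjusted p under 0.05). For the interaction the 1 gene became 19 with DESeq2's default settings, 16 with the added DESeq2 setting, 10 without a filter, 0 with the Xist level (954 with an unadjusted p under 0.05) and 0 at FDR 0.05 (1127). The cause of these changes was not tested. In simulated data with 200 changed genes, 8.24% of edgeR's calls and 21.8% of DESeq2's calls were unchanged genes. That single simulation used edgeR's dispersions and held no outlying mice, so these shares are not error rates on the real counts.

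Leaving out 1 mouse of the groups compared at a time gave 0 to 587 genes between zQ175 and WT mice. The range was 1 to 34 between zQ175:CK2α’(±) and WT, and 1 to 6 between zQ175 and zQ175:CK2α’(±). It was 1 to 9 between CK2α’(±) and WT, and 0 to 2 for the interaction. Of the splits that part as many mice of the same number, 1 of 16 gave as many genes as zQ175 against WT, which was the real one, 2 of 16 as many as zQ175:CK2α’(±) against WT, 1 of 16 as many as zQ175 against zQ175:CK2α’(±), and 1 of 8 as many as CK2α’(±) against WT. Such designs cannot go below 0.0625, or 0.125 for the last, so these counts alone do not separate the comparisons from other splits. Of the other splits, 1 of 84 gave as many genes as zQ175 against WT, with up to 305 genes, 1 of 84 as many as zQ175:CK2α’(±) against WT, 0 of 84 as many as zQ175 against zQ175:CK2α’(±), and 7 of 48 as many as CK2α’(±) against WT. With DESeq2 on genes with 10 counts in total, 1 of 16 splits gave as many genes as zQ175 against WT, 2 of 16 as many as zQ175:CK2α’(±) against WT, and 1 of 16 as many as zQ175 against zQ175:CK2α’(±), and 1 of the 34 other splits gave up to 139 genes for the last.

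The labels number the mice of each genotype, and the replicate number was also used as a replicate block. With the replicate block, 98 genes passed between zQ175 and WT mice where 230 passed without it (87 shared), and 1 gene passed in each of the other 3 comparisons where 3 passed without it. Of the signature genes 1 passed with the replicate block and 3 without it, and of the glial genes 2 and 4. Paired, the Greenyellow differences kept their values of 0.312 and 0.323 with an exact p of 0.0625, the smallest that 5 pairs allow, so 0 modules could pass in either comparison. Deviations from the group mean had a mean correlation of -0.0133 over the 24 pairs of the same number and 0.00326 over the 96 other pairs, so mice of the same number were no more alike than others.

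Of the 39 signature genes, 38 passed with DESeq2's default settings, 39 with the added DESeq2 setting and 26 without a filter, and 1 to 6 when a mouse was left out. Of the 7 HD-associated astrocyte genes, 5 passed between zQ175 and WT mice, 3 with the robust fit, 3 at FDR 0.05, 0 with only the 2 groups (7 had an unadjusted p under 0.05 in the fit of all libraries), and 0 to 7 when a mouse was left out. In zQ175:CK2α’(±) against WT mice 0 passed (7 had an unadjusted p under 0.05), and 3 without a filter. Of the glial genes, 4 passed between zQ175 and WT mice, 0 with only the 2 groups and 0 at FDR 0.05 (8 had an unadjusted p under 0.05 in the fit of all libraries), and 0 to 4 when a mouse was left out. In zQ175:CK2α’(±) against WT mice 0 passed (2 had an unadjusted p under 0.05), 1 with either DESeq2 setting or without a filter, and 0 to 1 when a mouse was left out. With only the genes printed in Tables S4 and S5, added after the values were seen, 4 passed between zQ175 and WT mice, 0 between zQ175:CK2α’(±) and WT mice (2 had an unadjusted p under 0.05) and 0 between zQ175 and zQ175:CK2α’(±) mice (9 had an unadjusted p under 0.05). The scores of the glial lists gave 0 of 15 in every alternative run, where a single list at the smallest p that 5 mice against 5 allow could not have passed the adjustment.

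Between zQ175 and WT mice, 5 modules had a p under 0.05, 9 with the chi-square approximation of Kruskal–Wallis, 7 with exact permutation of the mean difference, 0 when paired by replicate number, and 4 to 8 when a mouse was left out. Between zQ175 and zQ175:CK2α’(±) mice 1 module did, 2 with the chi-square approximation, 3 with only the 2 groups, and 1 to 2 when a mouse was left out. When a mouse was left out, the Greenyellow difference ranged from 0.304 to 0.376 against WT and from 0.305 to 0.426 against zQ175:CK2α’(±) mice. The p values of the exact permutation test of the mean difference ranged from 0.00794 to 0.0873 in both comparisons. The eigengene is scaled anew in each of these fits, so the sizes of the differences cannot be compared between them. Without zQ175 replicate 5, the exact rank-sum p between zQ175 and zQ175:CK2α’(±) mice was 0.0159. Slit1 stayed at rank 1 of connectivity in every alternative run, and Ncald ranged from rank 2 to 28.

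For the 68 values of single genes, leaving out 1 mouse kept the direction and side of the threshold in 539 of 684 values, with 126 weaker, 8 stronger and 11 reversed, and the other alternatives in 570 of 677, with 63 weaker, 42 stronger and 2 reversed. The reversed values were close to 0 in at least 1 of the settings, except that of Ttr. Aif1 between zQ175 and WT mice (-0.04) was 0.0860 with the Xist level and ranged from -0.17 to 0.14 when a mouse was left out. Between zQ175 and zQ175:CK2α’(±) mice, Dlg4 (-0.01) was 0.00694 with the Xist level and ranged from -0.0637 to 0.0402 when a mouse was left out, Drd1 (-0.14) from -0.22 to 0.0168, Hspa1a (0.08) from -0.40 to 0.52, and Ttr (-6.92) from -7.34 to 0.29. Hspa1a, Hspa1b and Hspb1 were below 5 CPM in every mouse, so their depth limits what change can be seen. The cause was not tested for Aif1, Dlg4, Drd1 and Hspa1a.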

Differences from the paper's values

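The paper reports 885 genes between zQ175 and WT mice, and 230 passed here. Of the alternatives set before the data were examined, DESeq2's default settings gave 855 genes, within 1.5 times of the paper's number, and the others did not close the gap, while DESeq2 on genes with 10 counts in total, chosen after seeing the values, gave 885. The paper's number of genes between zQ175:CK2α’(±) and WT mice is 123, and 3 passed here, with 123 for DESeq2's default settings, 85 without a low-count filter, and 123 for the DESeq2 setting chosen after seeing the values. Between zQ175 and zQ175:CK2α’(±) mice the paper's number is 39, and 3 passed here, with 39 for DESeq2's default settings, 51 without a low-count filter, and 39 for the DESeq2 setting chosen after seeing the values. The other alternatives set before the data were examined did not close these gaps.

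The paper reports 9 modules that differ between zQ175 and WT mice, and 5 did here. The chi-square approximation of Kruskal–Wallis gave 9, exact permutation of the mean difference 7, and the fits without WT replicate 2, WT replicate 4 and zQ175 replicate 4 gave 8, 6 and 6. The paper's number between zQ175 and zQ175:CK2α’(±) mice is 2, and it was 1 here, with 2 for the chi-square approximation, 2 in the fits without zQ175 replicate 2 or without zQ175:CK2α’(±) replicates 2, 3, 4 or 5, and 3 with only the 2 groups.

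The supplement as read here lists a log2 fold change of 0.550125 for Csnk2a2 between zQ175 and WT mice, and it was 0.15 here. The listed cell may be in error, so this is not called a difference from the paper. It ranged from 0.11 to 0.17 over the alternatives, and none of those set before the data were examined closed the gap. The DESeq2 setting chosen after seeing the values gave 0.15 with an adjusted p of 0.437, and the adjusted p listed in the supplement is also 0.437. The supplement's log2 fold changes of zQ175:CK2α’(±) against WT mice and of zQ175 against zQ175:CK2α’(±) mice add up to 0.15 for Csnk2a2, and it is the only 1 of the 1832 genes compared whose listed value differs from that sum.

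The paper names Slit1 and Ncald as the most connected genes of the Greenyellow module. Ncald was at rank 24 here, at rank 8 on log2 CPM and at rank 2 without zQ175 replicate 5. The paper cut its network figure by topological overlap, which was not computed here, so differences in rank may come from the measure. It places Nrp2 among the most connected members, and Nrp2 was at 20.0% of the ranking here, at 15.3% on log2 CPM, and at rank 8 without zQ175 replicate 5. It places Slc30a3 there as well, and Slc30a3 was at 8.24% here, at 42.7% on log2 CPM and at 51.8% without zQ175 replicate 5. Arpp19 and Bcr, which it lists as decreased in zQ175 mice, had adjusted p values of 0.102 and 0.136 in edgeR, 0.0425 and 0.0438 in DESeq2 with default settings, and 0.00438 and 0.0335 without a low-count filter. Of the genes it lists as its CK2α’ RNA signature, 38 passed with DESeq2's default settings, 39 with the DESeq2 setting chosen after seeing the values, and 3 in edgeR.

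The paper's text reports no significant changes in the glial signatures across genotypes. Here S100a10, C1qa, C1qb and C1qc passed the threshold between zQ175 and WT mice, all lower in zQ175 mice. The paper's Tables S4 and S5 also list these 4 genes as lower with q under 0.1. The paper also lists, with q under 0.1, Ptgs2 as higher in zQ175 than in WT mice. It lists S100a10 as lower in zQ175:CK2α’(±) than in WT mice, also with q under 0.1. It states that Hsp70 and Hsp25 were increased in zQ175:CK2α’(±) mice, and here the log2 fold changes of zQ175:CK2α’(±) against WT mice were -0.54 for Hspa1a, 0.88 for Hspa1b and -0.68 for Hspb1, with adjusted p values from 0.701 to 0.824. It states from Cook's distances that module differences were not due to outliers, and zQ175 replicate 5 had the largest distance in 204 of the 255 Greenyellow genes here, while the difference between zQ175 and zQ175:CK2α’(±) mice remained without it.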

Other observations

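The tests of oligodendrocyte markers, of the other marker scores as covariates and of gene length were chosen only after the result was seen, and the test of genes near Htt was not.

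Several technical explanations were tested for the 230 genes between zQ175 and WT mice. A score of oligodendrocyte markers was lower in zQ175 mice, with a difference of -1.29 (exact two-sided permutation p = 0.0317), and with this score as covariate 0 genes passed in edgeR, with 2544 at an unadjusted p under 0.05. The score follows genotype, so the covariate also removes genotype, and 0 genes also passed with cortical (2341 at an unadjusted p under 0.05), hippocampus (2454) and cholinergic interneuron scores (1518), while 563 passed with the thalamus score, 566 with the claustrum and deep layer, 124 with the striatal projection and 12 with the choroid plexus score. In DESeq2 on genes with 10 counts in total, where 885 passed without a score, 340 passed with the oligodendrocyte, 296 with the cortical, 520 with the hippocampus and 18 with the cholinergic interneuron score. The 0 in edgeR is therefore not specific to oligodendrocytes and depends on the tool, and a smaller share of oligodendrocyte RNA was neither shown nor excluded. The genes higher in zQ175 mice had a median exon length of 5498 bases, the lower ones 2303 and all tested genes 3442. The slope of expression on exon length did not differ between the libraries of the groups (exact two-sided permutation p = 0.119), and with each library's slope on gene span as covariate 127 genes passed, 113 of them among the 230. With the slope on exon length as covariate 10 genes passed, 8 of them among the 230, with 2081 at an unadjusted p under 0.05. A length bias between libraries was therefore not excluded. Genes near Htt were not enriched, with 0 of 221 within 10 Mb against 230 of 20692 elsewhere (Fisher's exact p = 0.183). The pattern is not called biological, since the share of cell types and a length bias were not excluded.

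Genes more than 1 log2 unit above every other mouse numbered 64 in zQ175 replicate 1 and 64 in zQ175 replicate 5, and at most 22 in each other mouse. Xist was 47.0 CPM in zQ175 replicate 3, where Y-linked genes were also counted.

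Drd1, Drd2 and Dlg4 had log2 fold changes of -0.14, -0.28 and -0.01 between zQ175 and zQ175:CK2α’(±) mice, with adjusted p values of 0.961, 0.885 and 0.996 in edgeR.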
